# Exosomes from CD99-deprived Ewing sarcoma cells reverse tumor malignancy by inhibiting cell migration and promoting neural differentiation

**DOI:** 10.1038/s41419-019-1675-1

**Published:** 2019-06-17

**Authors:** Alessandra De Feo, Marika Sciandra, Manuela Ferracin, Federica Felicetti, Annalisa Astolfi, Ymera Pignochino, Piero Picci, Alessandra Carè, Katia Scotlandi

**Keywords:** Paediatric cancer, Sarcoma, miRNAs

## Abstract

Ewing sarcoma (EWS) is an aggressive mesenchymal tumor with unmet clinical need and significant social impacts on children, adolescents, and young adults. CD99, a hallmark surface molecule of EWS, participates in crucial biological processes including cell migration, differentiation, and death. EWS cells can release CD99 through exosomes (EXOs), specialized extracellular vesicles with major cell communication roles. Here we show that, as a consequence of CD99 silencing, EWS cells deliver exosomes with oncosuppressive functions that significantly reduce tumor aggressiveness. These CD99-lacking microvesicles modulate gene expression of the EWS-recipient cells, reduce proliferation and migration, in turn inducing a more-differentiated less-malignant phenotype. The most relevant effects were detected on the activator protein-1 signaling pathway whose regulation was found to be dependent on the specific cargo loaded in vesicles after CD99 shutdown. Investigation of the miRNA content of CD99-deprived EXOs identified miR-199a-3p as a key driver able to reverse EWS malignancy in experimental models as well as in clinical specimens. All together, our data provide evidence that the abrogation of CD99 in EWS tumor cells leads to produce and release EXOs capable to transfer their antineoplastic effects into the nearby tumor cells, suggesting a novel atypical role for these microvesicles in reversion of malignancy rather than in priming the soil for progression and metastatic seeding. This conceptually innovative approach might offer a new therapeutic opportunity to treat a tumor still refractory to most treatments.

## Introduction

Ewing sarcoma (EWS) is a highly aggressive mesenchymal tumor affecting children, adolescents, and young adults. Genetically, three major sequencing studies have shown that EWS is characterized by a striking paucity of somatic mutations^1–3^.

Apart from an oncogenic hybrid transcript that derived from the fusion of the EWSR1 gene with a member of the E26 transformation-specific (ETS) transcription factor family, the other most common alterations are found in STAG2 (15–20% of cases), CDKN2A (12% of cases), and TP53 (6–10% of cases). The quiet genome of EWS, together with the high levels of inter- and intratumoral heterogeneity^4^, has prevented the identification and prioritization of preclinical candidates that might improve patient outcomes. Even the use of immune checkpoint inhibitors, which has been reported to be successful in several tumor types^5–7^, has produced discouraging results in EWS^8^. Thus, very few advances in the treatment of EWS have been recorded in the last decade, and current therapy remains confined to conventional chemotherapy. Survival of patients with metastases at diagnosis remains dismal^9,10^, and very few treatment options can be offered to the patients with localized tumors that recur after first-line treatments. In addition, even in more favorable situations in which patients with localized tumors at diagnosis respond well to therapy (survival rate up to 70–75% at 5 years), the patients experience significant side effects that limit their quality of life. Therefore, there is a strong demand from patients, families, and physicians for additional therapies. It is very likely that novel therapeutic approaches to combat this very aggressive and elusive tumor may be derived only from the development of innovative strategies exploiting new biomolecular features of the disease. The latest advances have been derived from cutting-edge technological applications. However, it is necessary to return to biology to properly contextualize this knowledge. In this paper, we focused on exosomes (EXOs), a subset of extracellular vesicles recognized to have a major role in cellular communications^11^. EXOs carry and transfer many types of cargo, including proteins, mRNAs and miRNAs, which are major components of the mechanisms used by tumor-derived EXOs to carry out their functions. Indeed, EXOs can be absorbed by recipient cells, thereby transferring both signaling proteins and genetic information and exerting observable and function-altering effects. We have recently demonstrated that CD99, a cell surface molecule that is a hallmark of EWS^12^, can be released by EWS cells, mainly through EXOs^13^. CD99 is involved in crucial biological processes, including cell migration, cell death, and differentiation^14^. EWS cells harboring the oncogenic EWS-ETS fusion gene are inhibited with regards to growth, migration and metastasis and are prone to differentiate toward neural lineage if deprived of CD99^12^. In this study, we thoroughly investigate the capability of EXOs lacking CD99 (CD99neg EXOs), released from CD99-silenced EWS cells, to interfere with the aggressive profile of tumor cells. Exploring the specific cargo loaded in these vesicles, we focused on miRNA content to identify players able to affect malignancy and to shape the genetic landscape of EWS neoplastic cells.

## Results

### CD99neg EXOs halt EWS aggressiveness and shape neural differentiation

In a panel of eight patient-derived EWS cell lines, we evaluated the levels of released CD99 to confirm observations obtained in genetically modified cells^13^. Indeed, all the EWS cells released CD99, and its levels in cell supernatants were consistent with the cellular expression of the molecule (Fig. 1a) and were positively correlated with tumor cell aggressiveness (Table 1). Released CD99 was demonstrated to be mostly associated with EXOs^13^. Therefore, we used two EWS cell lines stably deprived of CD99, the TC-CD99-shRNA and CAR-CD99-shRNA variants^12,13^, as donor cells of CD99neg EXOs (Supplementary Fig. 1a) and verified their impact on EWS malignancy. The EXOs were purified with the ExoQuick-TC (EQ) system from conditioned media of CD99-lacking cells, and the sizes and amounts of EXOs characterized by using NanoSight technology (Supplementary Fig. 1b). CD99 expression on the EXO surface was determined by flow cytometry (Supplementary Fig. 1c). CD99neg EXOs were then incubated with EWS cell lines. The internalization of the EXOs into acceptor cells was verified by staining the cells with the fluorescent fatty acid molecule BODIPY® FL C16, which, as it is incorporated into membrane phospholipids, made possible to label and visualize the EXOs^15^. A similar uptake by target cells of CD99neg EXOs or EXOs isolated from CD99-expressing parental cells (CD99pos EXOs) was confirmed (Supplementary Fig. 2a, b). EWS cells exposed to and incorporating CD99neg EXOs displayed lower cell growth than cells absorbing CD99pos EXOs (Fig. 1b). There was a reduction in cell proliferation, as shown by Ki-67-labeling index (Fig. 2a), but no significant induction of cell death (Supplementary Fig. 3a, b). In addition, EWS cells receiving CD99neg EXOs displayed increased neural differentiation, as shown by the expression of β-III Tubulin and the number of neurites (Fig. 2b). Thus, EXOs derived from CD99-silenced EWS cells are able to induce the same phenotype that we have proven to be associated with stable CD99 silencing^12,13^. Accordingly, when CD99-deprived cells, which showed a more differentiated phenotype, received CD99pos EXOs, the expression of β-III Tubulin was inhibited (Supplementary Fig. 4a). In addition, EWS cells exposed to CD99neg EXOs exhibited significantly reduced migration (Fig. 3a, b), whereas CD99-silenced cells, which showed a reduced migratory capability with respect to controls, regained their ability when exposed to CD99pos EXOs derived from parental EWS cells (Supplementary Fig. 4b). To exclude aspecific effects that simply reflect a cellular response to EXO exposure at high concentration, both CD99pos- or CD99neg EXOs were used to treat the respective producer cells (Supplementary Fig. 5).

**Fig. 1:**
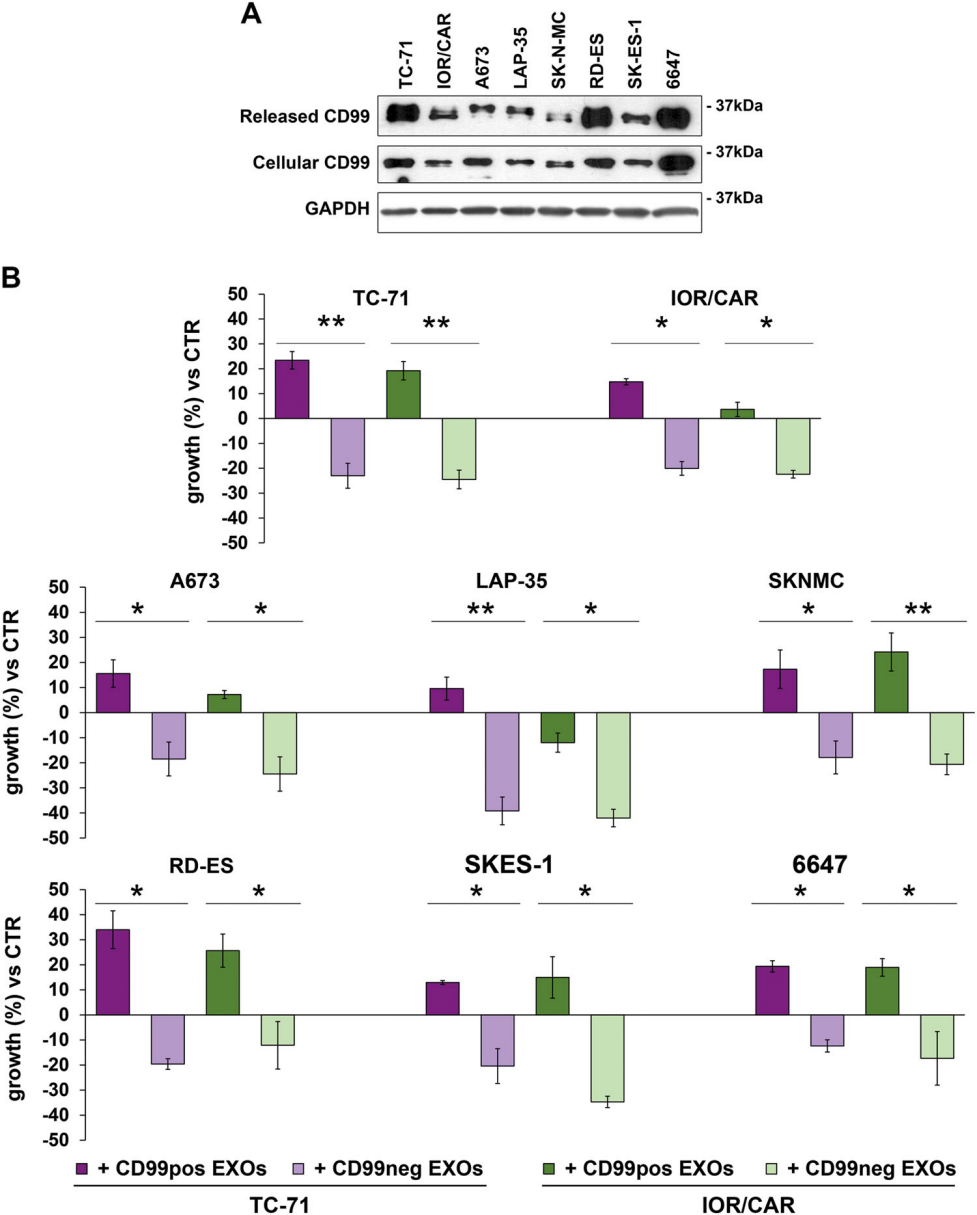
Released CD99 affects cell growth in EWS recipient cells. **a** Representative western blotting showing CD99 secreted in the supernatants of eight EWS cell lines; CD99 protein expression in the corresponding EWS cells is shown for comparison. GAPDH was used as a loading control. **b** Evaluation of cell growth in serum-free condition in EWS cells receiving CD99pos- or CD99neg EXOs isolated from the TC-71 (purple bars) and IOR/CAR (green bars) experimental models. Columns show the mean values of at least two independent biological experiments with two replicates/each, and the bars represent the SE (*p < 0.05, **p < 0.01, Student's *t-*test, *n* = 2–4)

**Table 1:** Relationship between released CD99 and EWS malignancy in a panel of EWS cell lines

Cell line	OD CD99^a^	Released CD99 (score)	Motility	Growth in soft agar	Bone metastases	
					Incidence (%)	Latency (days)
			*r* = 0.92	*r* = 0.95	*r* = 0.96	*r* = −0.46
			*P* = 0.027	*P* = 0.013	*P* = 0.011	*P* = −0.437
6647	27,812	High	487 ± 44	1259 ± 99	9/9 (100%)	33 ± 1
TC-71	20,199	High	148 ± 13	1048 ± 28	23/29 (79%)	44 ± 5
IOR/CAR	10,304	Medium	22 ± 5	422 ± 70	2/10 (20%)	109 ± 5
LAP-35	8441	Medium–low	23 ± 3	5 ± 2	0/5 (0%)	ND
SK-N-MC	5898	Low	42 ± 13	256 ± 21	1/5 (20%)	42

^a^ Released CD99 levels were measured by densitometric analysis after western blotting. Correlation was performed between CD99 OD and parameters of malignancy (migration, growth in anchorage-independent conditions, and capability to induce metastases). For each parameter, the correlation coefficient *r* and the significant *p* value *P* were determined by Pearson’s test (*P<0.05, Pearson’s correlation test)

**Fig. 2:**
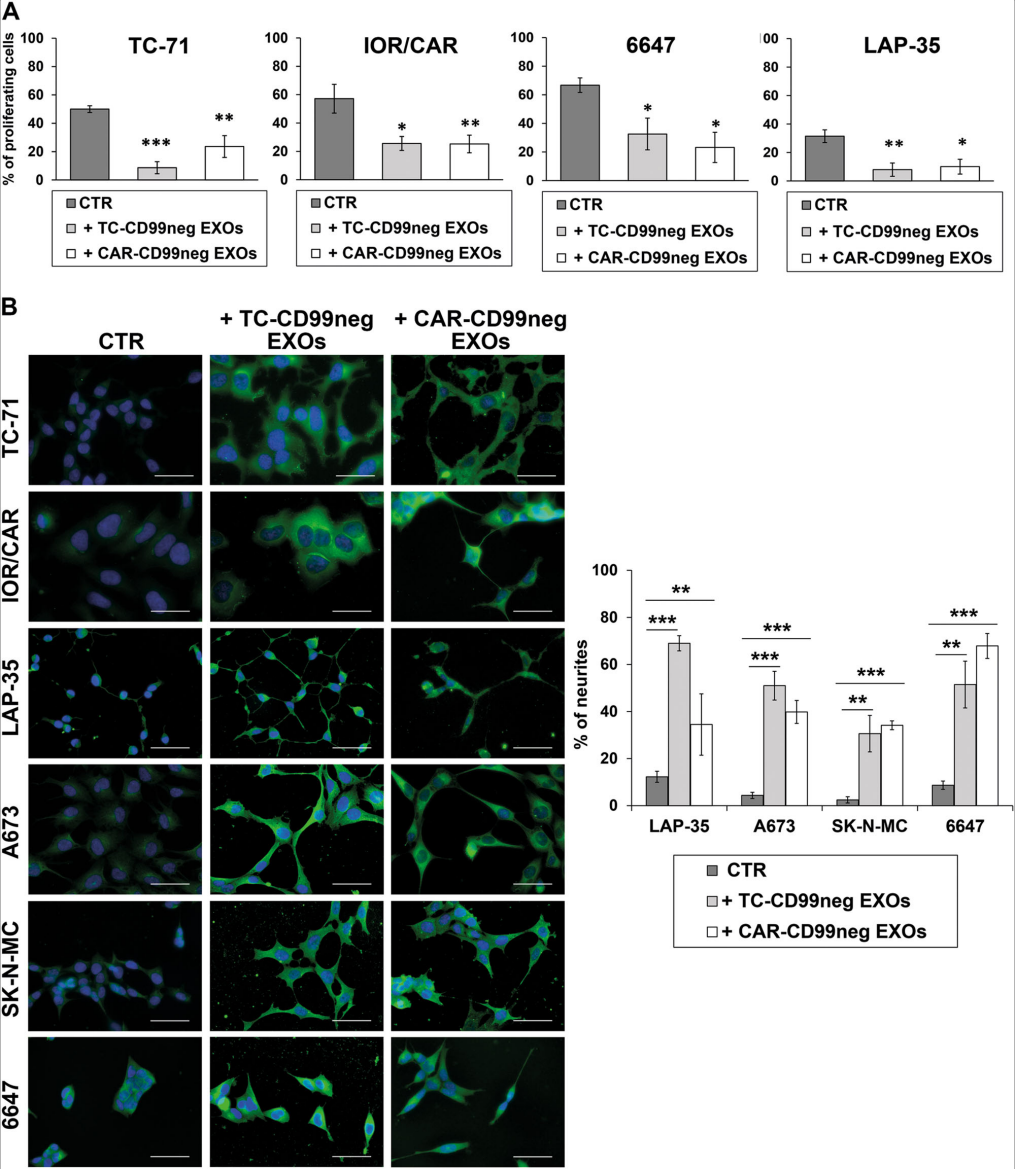
CD99neg EXOs reduce the proliferation rate and foster neural differentiation in EWS cells. **a** Ki-67 immunostaining was performed in a panel of EWS cell lines receiving or not receiving (CTR) CD99neg EXOs obtained from CD99-silenced cells. Ki-67-positive cells were counted, and the percentages are shown. Values are from one experiment representative of two independent biological experiments, with 6–10 fields/each. Columns show the mean values and the bars represent the SE (*p < 0.05, **p < 0.01,***p < 0.001, one-way ANOVA, *n* = 6–10). **b** Immunofluorescence staining of β-III Tubulin (green) in EWS cells receiving or not receiving (CTR) CD99neg EXOs isolated from TC-CD99-shRNA or CAR-CD99-shRNA cells. The nuclei were labeled by Hoechst 33258 (blue). Representative images are displayed. Scale bars: 50 µm. Quantitative analysis of neurite outgrowth (%) in EWS cells treated or not treated (−) with TC- or CAR-CD99neg EXOs from CD99-silenced models. Values are from one experiment representative of two independent biological experiments, with 6–10 fields/each. Columns show the mean values and the bars represent the SE (**p < 0.01, ***p < 0.001, one-way ANOVA, *n* = 6–10)

**Fig. 3:**
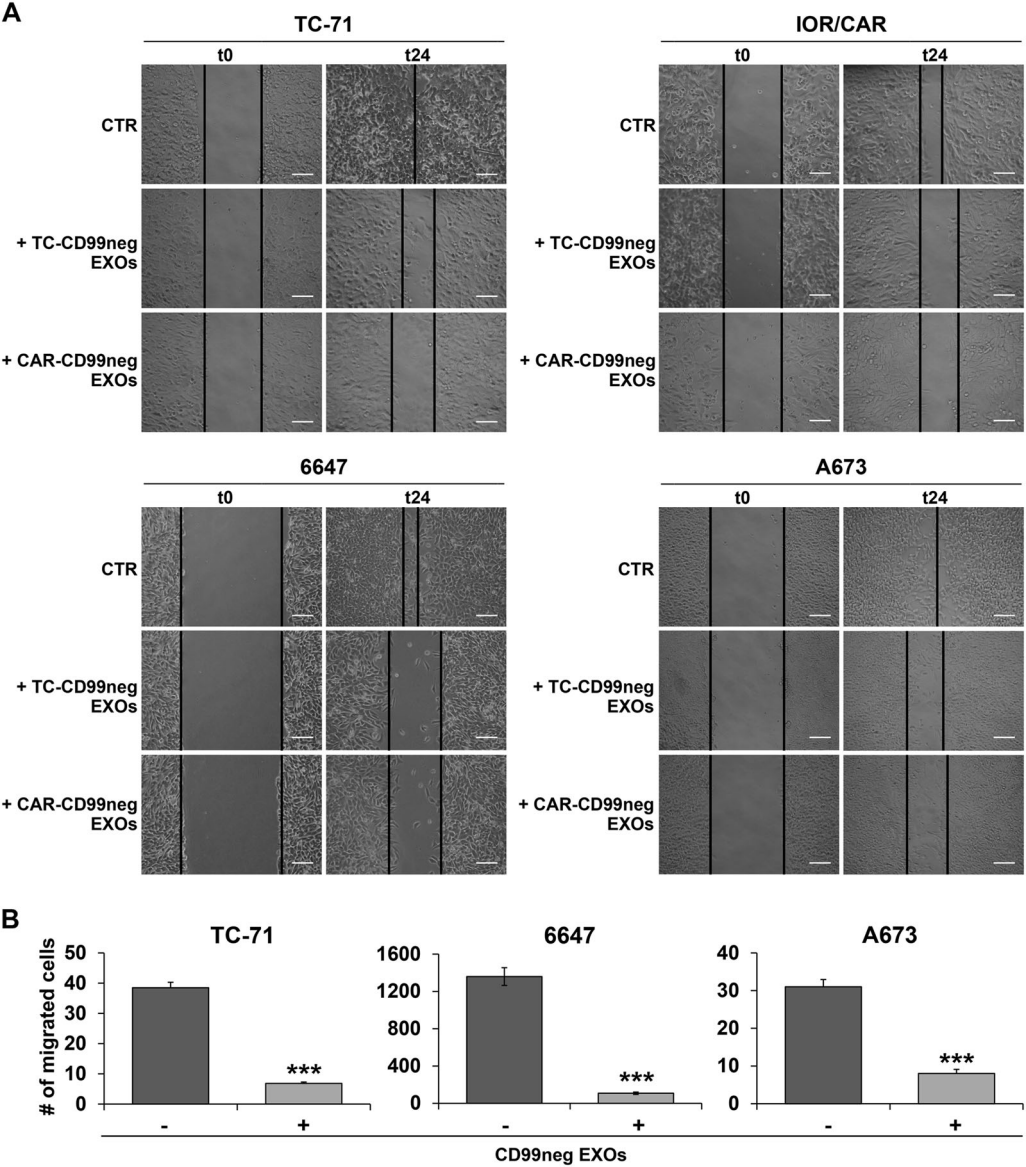
CD99neg EXOs promote reductions in cell migration. **a** Wound-healing in EWS cells receiving or not receiving (CTR) CD99neg EXOs purified from CD99-silenced TC-71 or IOR/CAR cell lines. The assay was performed over 24 h. Scale bars: 100 µm. **b** Motility assay with transwell chambers in EWS cell lines untreated (−) or pretreated for 30 min with CD99neg EXOs. The data are shown as the mean ± SE of two independent biological experiments with three replicates/each (***p < 0.001, Student's *t*-test, *n* = 6)

In addition, CD99 was equally expressed in EWS cells receiving CD99neg EXOs and in those not receiving EXOs (Supplementary Fig. 6a, b), suggesting that the modulation of cell behavior is specific and independent of the presence of CD99 on the recipient cell surface but rather dependent on EXO cargo.

### CD99neg EXOs modulate the gene expression profile of recipient EWS cells

EWS cells exposed to and incorporating CD99neg EXOs showed a different gene expression profile than parental cells. 

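TC-71, an established EWS cell line, was profiled with the GeneChip Human Transcriptome Array 2.0 on 4 arrays. 2 arrays held RNA from untreated cells (replicates A and B) and 2 held RNA from cells exposed for 24 h to EXOs from TC-71 cells silenced for CD99 (TC-71 + TC-CD99neg EXOs, replicates C and D), at 10 µg of EXOs per 5000 cells. The submitters call the arrays of a group biological replicates. The untreated group received no EXOs at all, so the comparison holds both the arrival of EXOs and their CD99neg origin. The paper's methods do not state for the arrays which medium each group had, so a difference of serum could also enter. The authors summarized the arrays with ExonRMA16 in GeneSpring and applied quantile normalization, and the deposited values are log2 signals of 67539 transcript clusters. Their medians were 5.42 and 5.38 on the untreated arrays and 5.45 and 5.44 on the exposed arrays. Exactly 1 gene symbol of the platform table was attached to 23383 clusters, several symbols to 1225, and none to 42931, which are left unnamed here. The 1839 clusters of Supplementary Table 2 were found among the deposited rows by both group means, within 0.0001, a step chosen after the values were seen, which fixed the scale and the direction of each change. Every change is given as TC-71 + TC-CD99neg EXOs minus TC-71. It was tested with limma (lmFit and eBayes), with Benjamini-Hochberg adjustment over all clusters, and a cluster was called at a fold of at least 1.5 and an adjusted p of at most 0.05. Gene lists were fixed before the deposited values were examined, but after the folds and p values of Supplementary Table 2 had been read. With 2 arrays per group the precision is limited by their number, and each call rests on the spread that limma shares between clusters: an equal-variance test without that sharing called 0 clusters after adjustment.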

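In TC-71 cells exposed to CD99neg EXOs, 1746 of 67539 transcript clusters changed, of which 1043 were higher and 703 lower than in untreated cells. With clusters of identical values counted once, 1533 changed, 941 higher and 592 lower. The excess of higher clusters depends on the scale between arrays, since median centring gave 865 higher and 867 lower. The median change was 0.79 on the log2 scale among the higher clusters and -0.75 among the lower ones, and 421 clusters changed by a fold of at least 2. Of the called clusters, 481 carried exactly 1 gene symbol. RefSeq lists 359 of these as protein-coding, of which 168 were higher and 191 lower. Of 2065 clusters named for small RNAs, 89 were called. The largest fall of any cluster was that of SNORA38B, an H/ACA small nucleolar RNA, from 10.53 ± 0.08 to 7.42 ± 0.04 (SD, n = 2 arrays each), which is a log2 fold change of -3.11 (standard error 0.06, adjusted p = 0.00108 from limma). SNORD75 and SNORD83A, both C/D box small nucleolar RNAs, had log2 fold changes of -1.45 and -1.23, whereas SCARNA4 and SNORA65 had changes of 1.33 and 1.29. Of 260 small nucleolar and Cajal body RNAs, 22 were higher and 10 lower (23 and 11 when adjusted over the list alone; camera adjusted p = 0.000647, and adjusted p = 0.737 with an estimated correlation; Fisher's exact test, odds ratio 6.96, adjusted p = 2.39e-14). The shift did not pass without TC-71 replicate A (0.0805), and without replicate B the counts were 20 and 6. RNU11 and RNU12, the U11 and U12 RNAs of the minor spliceosome, were lower, with log2 fold changes of -1.14 and -1.21. Among 680 clusters of 5S ribosomal RNA and U small nuclear RNA, 12 rose and 10 fell, as they did when adjusted over the list alone (camera adjusted p = 0.0308 toward lower, and adjusted p = 0.346 with an estimated correlation). This shift did not pass with median centring, after another quantile normalization, or without replicate B or C, and over-representation did not pass Fisher's exact test (odds ratio 1.59, adjusted p = 0.066). The balance of these calls is not settled: lower clusters prevailed without replicate A (3 higher and 12 lower), without replicate D (6 and 17), with median centring (8 and 17), with centring on reference genes (9 and 15), after another quantile normalization (8 and 12) and with cyclic loess (4 and 7), and higher ones without replicate B (9 and 4) or C (9 and 5). Clusters named for microRNA hairpins were mostly higher when called, 30 against 4 lower of 1057 (28 and 4 when adjusted over the list alone; camera adjusted p = 0.000457, and adjusted p = 0.717 with an estimated correlation; Fisher's exact test, odds ratio 1.6, adjusted p = 0.0306). MIR1206 and MIR1207 had log2 fold changes of 1.78 and 1.59, MIR181B1 had 1.72, and MIR3143 had -1.27. Such a cluster is named for a hairpin, not for a mature microRNA. Without replicate A, 17 hairpin clusters were higher and 2 lower. The calls of MIR3143 and of 2 5S clusters (RN5S348 and RN5S37, with log2 fold changes of -1.23 and 1.09) were lost when 1 array was left out. Without TC-71 replicate B the lower clusters numbered 425.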

Twenty-four hours after cell exposure to CD99neg EXOs, 1839 transcript clusters, including those from protein coding and non-protein coding genes, were found to be differentially expressed compared with the levels in the parental TC-71 cell line (fold-change ± 1.5; Benjamini–Hochberg-adjusted *p* value ≤ 0.05) (Fig. 4a). We performed a functional annotation of the differentially expressed genes using GeneGo MetaCore software (Thomson Reuters) and DAVID bioinformatics tool^16^. Of note, the top-scored pathway based on the enrichment analysis of GeneGo software was Development Ligand‑dependent activation of the ESR1/AP‑1 pathway (Fig. 4b, Supplementary Table 1), with significant downregulation of FOS/JUN genes (Supplementary Table 2). 

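FOS and JUN, which encode subunits of the AP-1 transcription factor, were both lower in TC-71 cells exposed to CD99neg EXOs. The FOS signal was 7.65 ± 0.09 in untreated cells and 6.12 ± 0.06 in exposed cells (SD, n = 2 arrays each), a log2 fold change of -1.54 (standard error 0.06, adjusted p = 0.00386 from limma). JUN was 8.27 ± 0.03 in untreated cells and 7.16 ± 0.17 in exposed cells, a log2 fold change of -1.10 (standard error 0.09, adjusted p = 0.00808). The other 5 AP-1 genes measured did not pass both thresholds. FOSB had a log2 fold change of -0.43 and JUND of 0.40, each below the fold of 1.5 (adjusted p = 0.0246 and 0.0139), and FOSL2, JUNB and FOSL1 had 0.23, -0.18 and -0.14. Over-representation of called genes among the 7 AP-1 genes passed Fisher's exact test (two-sided, odds ratio 18.7, adjusted p = 0.0208), but it rests on FOS and JUN, which the paper names, and is no independent evidence. The list did not pass camera (adjusted p = 0.0709, and adjusted p = 0.717 with an estimated correlation), but passed toward lower without dim genes (0.0457), without replicate C (0.0012) and without replicate D (0.0165). Of 34 immediate early genes, which respond within minutes to serum and growth factors, 3 were lower, 0 higher and 31 were not called, with the same counts when adjusted over the list alone. These 3 were EGR1, FOS and JUN. Over-representation of called genes did not pass Fisher's exact test (odds ratio 4.54, adjusted p = 0.0578), and the list did not pass camera (adjusted p = 0.0743, and adjusted p = 0.712 with an estimated correlation), but passed toward lower under the same 3 alternatives, down to an adjusted p of 0.00164 without replicate C. DUSP1 and IER3, also immediate early genes, had log2 fold changes of -0.58 and -0.50, below the fold of 1.5 (adjusted p = 0.0254 and 0.0310). On the ESR1/AP-1 map, 10 members had a named cluster, a list that the study chose on these samples and that is no independent evidence of its direction. FOS and JUN were lower, and CREBBP, the acetyltransferase drawn as CBP, was higher, at 9.05 ± 0.14 in untreated and 9.82 ± 0.05 in exposed cells (log2 fold change 0.77, standard error 0.08, adjusted p = 0.0121). ESR1 itself had a log2 fold change of 0.01 at a signal of 5.35 in untreated cells, and NRIP1, NCOA1 and NCOA2 had -0.56, 0.44 and 0.42.

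**Figure D1:**
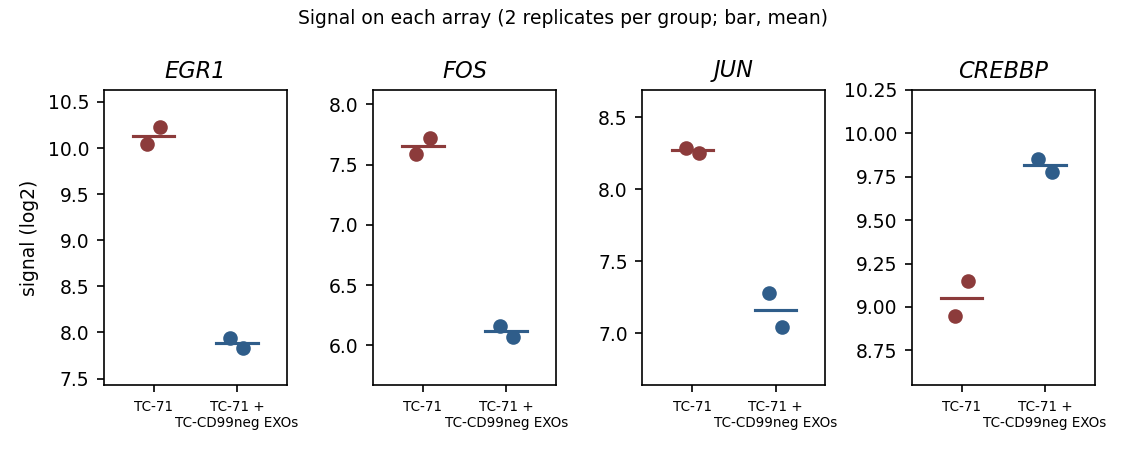
Log2 signal of EGR1, FOS, JUN and CREBBP on each array. Points are the 2 replicates of each group, the bar is their mean, and each panel has its own axis range. Both exposed arrays lie below both untreated arrays for EGR1, FOS and JUN, and above them for CREBBP.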

Consistently, EWS cells exposed to CD99neg EXOs showed significant downregulation of activator protein-1 (AP-1) activity in luciferase assays, reduced expression of c-Fos (Fig. 4c), and inhibited expression of some validated AP-1 target genes, such as CCND1, MMP9, and MMP1 (Fig. 4d).

**Fig. 4:**
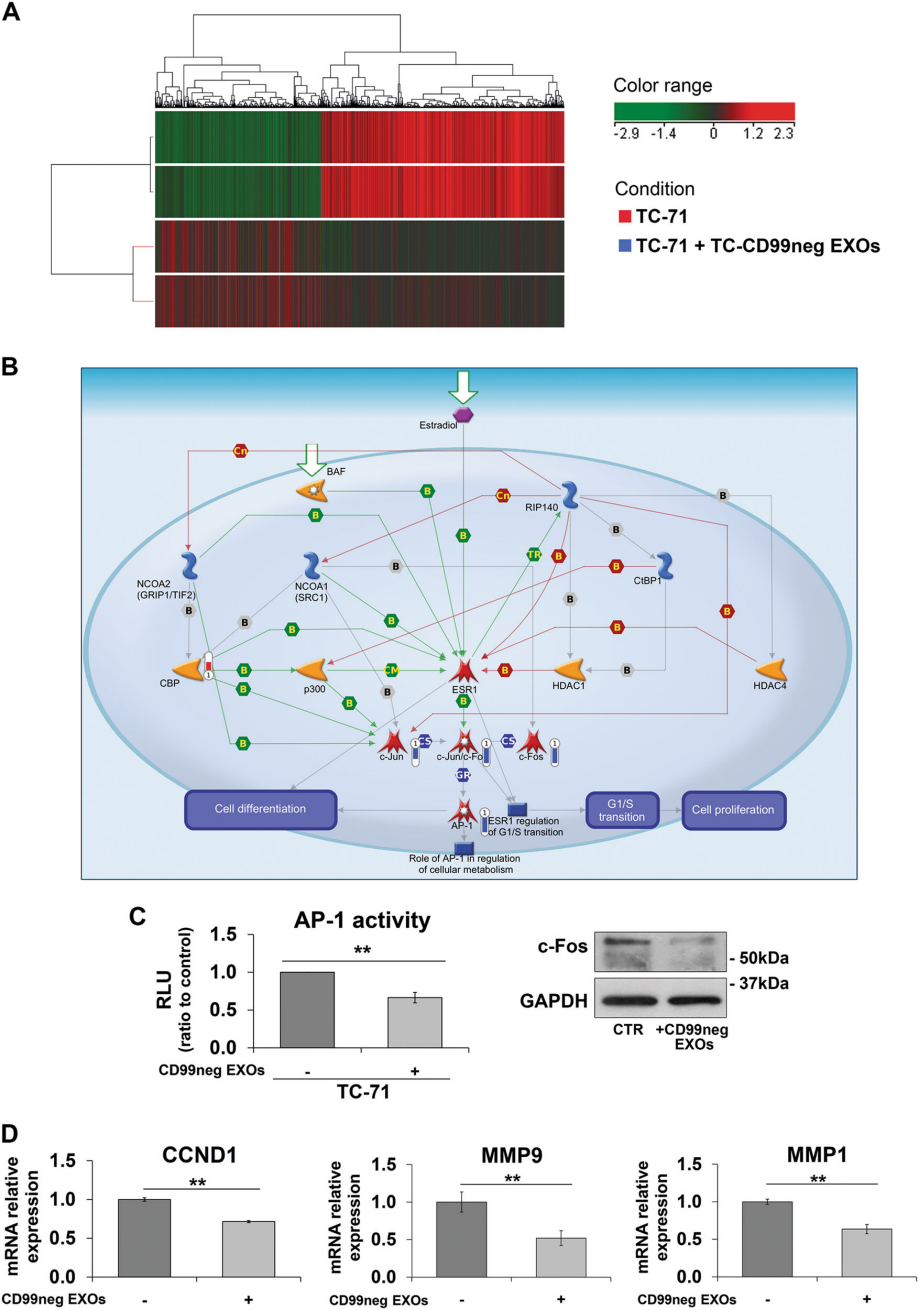
CD99neg EXOs modulate gene expression in recipient EWS cells. **a** Cluster analysis of TC-71 cells with or without CD99neg EXOs performed using a list of differentially expressed Affymetrix transcriptional clusters (adjusted *p* < 0.05). Genes (columns) and samples (rows) were grouped by hierarchical clustering (Pearson’s correlation). High expression and low expression were normalized to the average expression across all samples. **b** Top-scored map (the map with the the lowest *p* value) based on MetaCore pathway enrichment analysis of 1839 transcriptional clusters (corresponding to 508 annotated genes). Changes in gene expression after CD99neg EXOs addition are depicted on the map as a thermometer-like figures. Upregulated genes have an upward thermometer and a red color, whereas downward (blue) thermometers indicate downregulated genes in TC-71+TC-CD99neg EXOs vs TC-71 cells. **c** AP-1 transcriptional activity as assessed by luciferase assay and c-Fos expression as assessed by western blotting in TC-71 cells receiving or not receiving (CTR) CD99neg EXOs. For the luciferase assay, the data are represented as RLU and are expressed as the fold induction over the control value. The values were normalized to Renilla luciferase activity. The data are shown as the mean ± SE of three independent biological experiments, with three replicates/each (**p < 0.01, Student’s *t*-test, *n* = 6). For western blotting, GAPDH was used as a loading control. **d** The mRNA expression levels of CCND1, MMP9, and MMP1 were evaluated by qPCR in TC-71 cells treated or not treated (−) with CD99neg EXOs. The results were quantified by the 2^−ΔΔCt^ method, and untreated cells were used as calibrators (2^−ΔΔCt^ = 1). GAPDH was used as a housekeeping gene. The data are shown as the mean ± SE of three independent experiments, with two replicates/each (**p < 0.01, Student’s *t*-test, *n* = 6)

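Over all 67539 transcript clusters, the 2 untreated arrays correlated with a Pearson's r of 0.9971 and the 2 arrays of cells exposed to CD99neg EXOs with 0.9975. Between the groups, r lay between 0.9878 and 0.9895. Average-linkage clustering on 1 minus r separated the groups at its first split, both over all clusters and over the 1746 called ones. On the called clusters, centred on their mean, r was 0.9585 and 0.9528 within the groups and between -0.9797 and -0.9764 across them, a separation that follows from how these clusters were chosen. The SD of the log2 differences over all clusters was 0.114 between TC-71 replicates A and B and 0.102 between replicates C and D, against 0.208 between the group means. A fold of at least 1.5 separated A and B in 66 clusters, C and D in 91, and the group means in 1845.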

Other major pathways in DAVID analysis of modulated genes based on KEGG pathways and Uniprot keywords are related to neural differentiation: KEGG hsa04360: Axon guidance, *p* 0.03; UP_KEYWORD Neurogenesis, *p* 0.01 (Supplementary Table 3). These results confirm that the phenotypic variations observed were at least partially due to gene expression alterations.

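Most of the genes behind the axon guidance and neurogenesis terms were higher in TC-71 cells exposed to CD99neg EXOs, though some were lower. All 7 axon guidance genes of Supplementary Table 3 were called, 6 higher and 1 lower. DCC, a netrin receptor, rose from 7.53 ± 0.11 to 8.75 ± 0.03 (SD, n = 2 arrays each; log2 fold change 1.22, standard error 0.06, adjusted p = 0.00451 from limma). SRGAP1, a GTPase-activating protein of the Slit-Robo pathway, had a log2 fold change of 0.81, the ephrin receptors EPHA4 and EPHA3 had 0.76 and 0.68, the ephrin EFNB1 had 0.68 and the semaphorin SEMA3A had 0.60. The semaphorin SEMA3C fell by 0.86 on the log2 scale. Of the 11 neurogenesis genes, 10 had a named cluster, and 8 were higher and 2 lower. The transcription factors ZIC2, ZNF423 and PAX3 had log2 fold changes of 1.08, 0.87 and 0.62, BEX1 had 0.72 and CHAC1 had 0.61, whereas CHRDL1, a secreted antagonist of bone morphogenetic proteins, fell by 1.08. The study picked both lists among its changed clusters, so their counts are no independent evidence of a direction. In a wider list of 76 axon guidance ligands and receptors, 7 were higher, 1 lower and 68 were not called, with the same calls when adjusted over the list alone. Over-representation of called genes passed Fisher's exact test (two-sided, odds ratio 5.57, adjusted p = 0.00138), but 7 of its 8 called genes are those of Supplementary Table 3, so it is no independent evidence. The other one was NEO1, a netrin receptor related to DCC, with 0.75, and it is named here after its value was seen. The wider list did not pass camera (adjusted p = 0.0743, and adjusted p = 0.776 with an estimated correlation), but passed toward higher without replicate A (0.0254), without replicate D (0.0264) and without dim genes.
Neuronal differentiation markers moved both ways: of 31 measured, 2 were higher, 1 lower and 28 were not called, also when adjusted over the list alone (camera adjusted p = 0.338, and adjusted p = 0.717 with an estimated correlation; Fisher's exact test, odds ratio 5.03, adjusted p = 0.0483). SCG2, a granin of secretory vesicles, had a log2 fold change of 0.93 and CRMP1, a collapsin response mediator, of 0.75, while the neuronal intermediate filament PRPH fell by 1.12. MAPT and NCAM1 had 0.33 and 0.36, and ENO2, NEFH and UCHL1 had -0.43, -0.30 and -0.30. TUBB3, which encodes the β-III Tubulin that the paper stained, had no named cluster. It is not among the 31, so nothing is known of it here. Of 26 transcription factors of neural lineages, 3 were higher, ZIC2, PAX3 and PAX7 (0.63), 0 lower and 23 were not called, also when adjusted over the list alone (camera adjusted p = 0.0308, and adjusted p = 0.658 with an estimated correlation; Fisher's exact test, odds ratio 6.12, adjusted p = 0.0322). Its shift did not pass without TC-71 replicate B (0.0964). Clustered protocadherins, neuronal adhesion molecules, were higher for 3 of 23, again also over the list alone, with none lower (camera adjusted p = 5.94e-08, and adjusted p = 0.309 with an estimated correlation; Fisher's exact test, odds ratio 7.04, adjusted p = 0.0265). PCDHGB2, PCDHB5 and PCDHGA9 had log2 fold changes of 0.90, 0.77 and 0.68. The list had a median signal of 4.98 in untreated cells, below the array medians, and only 23 of its 53 members had a named cluster. The calls of SEMA3A, PAX3, PAX7 and CHAC1, which lie near the fold of 1.5, were lost when an array was left out or under another centring. After these terms, the paper concludes that the altered behaviour of the cells came at least in part from altered gene expression.

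**Figure D2:**
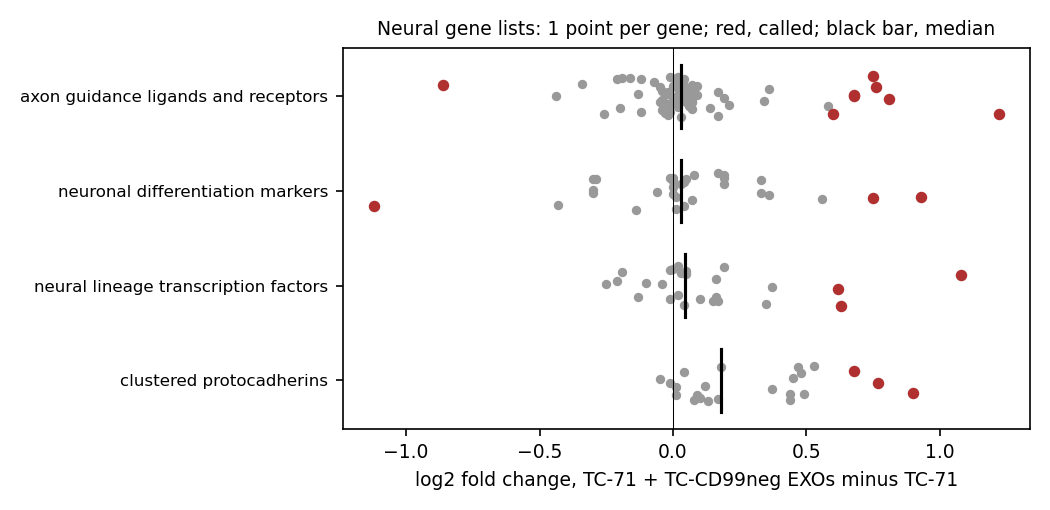
Log2 fold change (TC-71 + TC-CD99neg EXOs minus TC-71) of each measured member of 4 neural gene lists. Each point is 1 gene, red points are called genes, black bars are list medians, and the height of a point within its list has no meaning. The medians of the first 3 lists lie at 0.03, 0.03 and 0.04 and that of the clustered protocadherins at 0.18.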

### miRNA cargo of CD99neg EXOs suggests miR-199a-3p as a novel tumor suppressor of EWS cells

We evaluated the miRNA content of CD99pos EXOs isolated from the parental cell line TC-71 (three samples) and of CD99neg EXOs isolated from TC-CD99-shRNA cells (four samples) by microarray analysis. We detected 350 miRNAs in the CD99neg EXOs and 398 miRNAs in the CD99pos EXOs. In addition, we identified a signature composed of 56 miRNAs (10 up- and 46 downregulated; Supplementary Table 4) that characterized the cargo of CD99neg EXOs. The results of a clustering analysis of CD99pos- and CD99neg EXOs according to the levels of these 56 miRNAs are presented in Fig. 5.

**Fig. 5:**
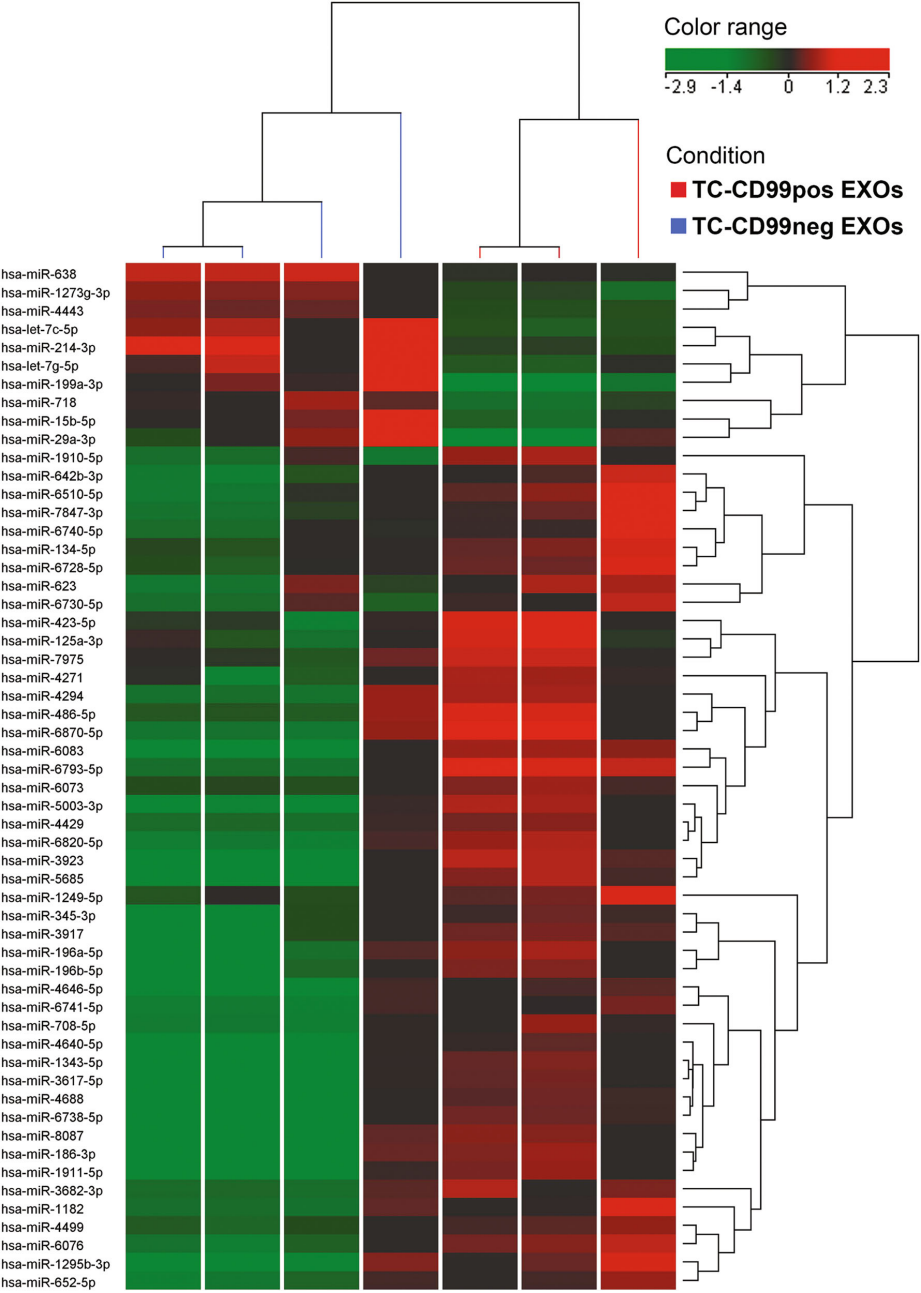
CD99pos- and CD99neg EXOs display a different miRNA cargo. Cluster analysis of TC-71 EXOs with or without CD99 performed using a list of 56 differentially expressed miRNAs (adjusted *p* < 0.2). Genes (rows) and samples (columns) were grouped by hierarchical clustering (Pearson’s correlation). High expression and low expression values were normalized to the average expression across all samples

The most enriched miRNA inside the CD99neg EXOs was miR-199a-3p. Through quantitative PCR (qPCR), we confirmed the increased expression of miR-199a-3p in CD99-deprived cell lines and in CD99neg EXOs (Fig. 6a, Supplementary Fig. 7a). Exposure of TC-71 and IOR/CAR cells to miR-199a-3p mimic inhibited cell growth and migration (Fig. 6b; Supplementary Fig. 7b, c), as was observed for CD99neg EXO exposure. Notably, in silico analysis with different bioinformatic algorithms (DIANA-MicroT and TargetScan) identified c-Fos as one of the predicted targets of miR-199a-3p; accordingly, we found inhibition of AP-1 activity and reduction in c-Fos levels (Fig. 6c, Supplementary Fig. 7d) together with induction of neural cell differentiation (Fig. 6e) in mimic-treated cells, replicating the observed effects of CD99neg EXOs (Fig. 4c). To reinforce our observations, we transfected the parental, CD99 positive TC-71 cells with the miR-199a-3p mimic in turn isolating EXOs enriched for the expression of this miRNA (named CD99pos EXOs [miR-199a-3p]). When TC-71 cells were exposed to these CD99pos EXOs [miR-199a-3p], effects on AP-1 activity and c-Fos expression (Fig. 6d) were found comparable to those obtained by direct miRNA mimic transfection (Fig. 6c). In addition, we analyzed the consequences on CD99-low EWS cells (TC-CD99-shRNA) derived from treatment with CD99pos EXOs enriched or not with miR-199a-3p (Supplementary Fig. 8). We focused on cell growth, migration and AP-1 activity and, in all the cases, the data indicated a specific action of miR-199a-3p with respect to control (scrambled = SCR).

**Fig. 6:**
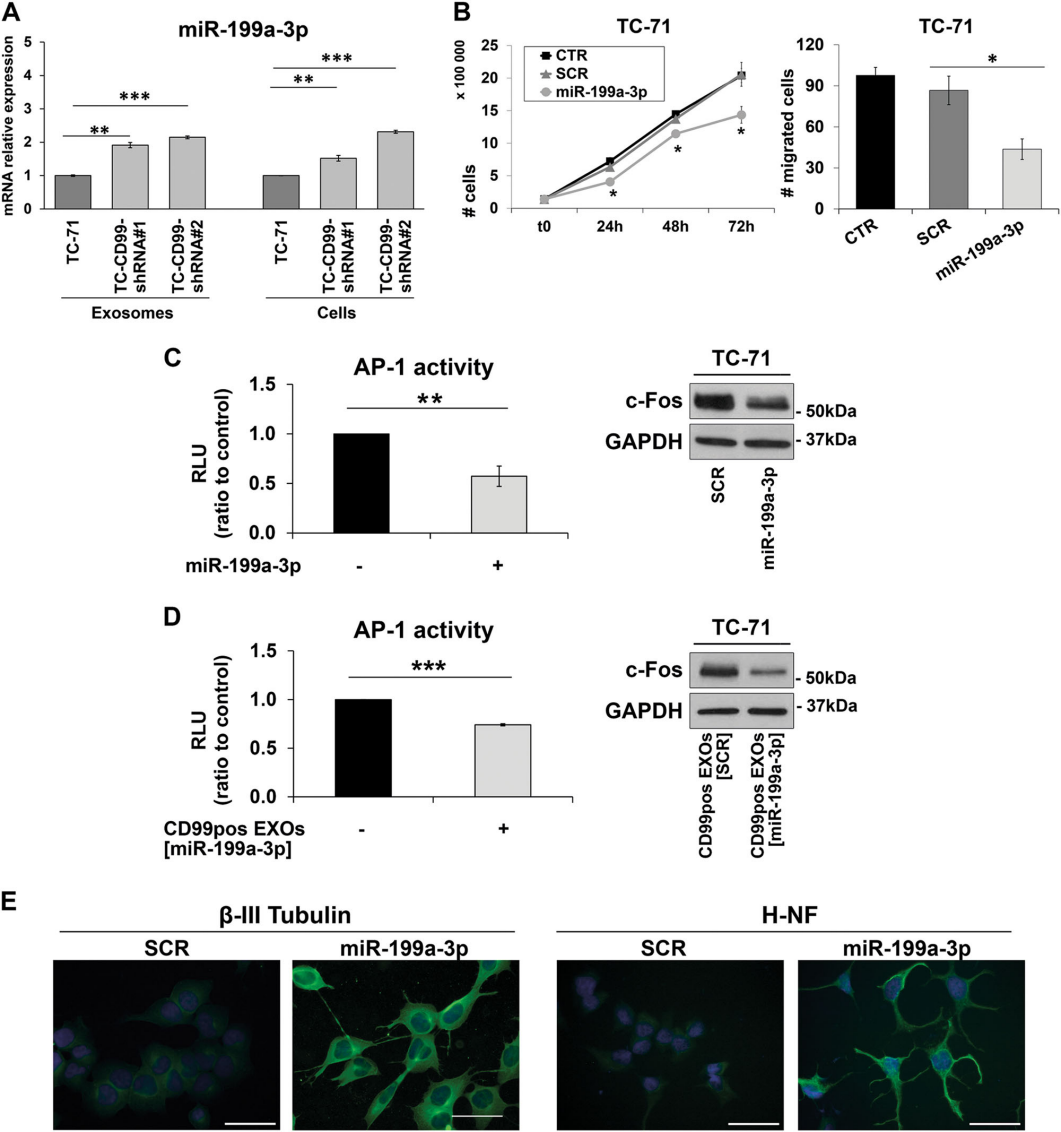
miR-199a-3p acts as an oncosuppressor in EWS, reducing tumor malignancy while inducing neural differentiation. **a** Validation of miR-199a-3p expression by qPCR in CD99neg- and CD99pos EXOs and their respective producing cells. The relative miRNA levels were normalized to the expression of miR-16 (for EXOs) or RNU6b (for cells). The data are shown as the mean ± SE of three independent experiments, with two replicates/each (**p < 0.01, ***p < 0.001, one-way ANOVA, *n* = 4). **b** miR-199a-3p mimic (30 nm) reduced cell growth (left; trypan blue vital count) and cell migration (right; transwell chambers) in TC-71 cells. The data are shown as the mean ± SE of three independent biological experiments with two duplicates/each (*p < 0.05, one-way ANOVA, *n* = 6). **c** miR-199a-3p mimic (30 nm) inhibited AP-1 transcriptional activity (as evaluated by luciferase assay) and c-Fos expression (as evaluated by western blotting) in TC-71 cells. The data are shown as the mean ± SE of three independent experiments with three replicates/each (**p < 0.01, Student’s *t*-test, *n* = 9). SCR, nonspecific control miRNAs. GAPDH was used as a loading control. **d** After transfection of miR-199a-3p mimic in TC-71, EXOs enriched for this miRNA were harvested (CD99pos EXOs [miR-199a-3p]) and used to treat parental EWS cells, TC-71. These enriched vesicles inhibited AP-1 transcriptional activity (as evaluated by luciferase assay) and c-Fos expression (as evaluated by western blotting) in TC-71 cells. The data are shown as the mean ± SE of at least three independent experiments (***p < 0.001, Student’s *t*-test). SCR, nonspecific control miRNAs. GAPDH was used as a loading control. **e** miR-199a-3p mimic (30 nm) induced neural differentiation. Representative immunofluorescence images from one experiment representative of two, showing β-III Tubulin expression (green) and H-NF expression (green) in TC-71 cells after exposure to miR-199a-3p. The nuclei were labeled with Hoechst 33258 (blue). Scale bars: 50 μm

To validate these observations in a clinical setting, we determined the expression levels of miR-199a-3p in a series of localized, untreated primary tumors (*n* = 62) in comparison with metastatic lesions (*n* = 51: 34 lung metastases and 17 bone metastases) from EWS patients. The expression of miR-199a-3p was significantly lower in metastases than in localized primary tumors (*p* < 0.05, Student’s *t*-test) (Supplementary Fig. 9), suggesting a relevant contribution of this miRNA to EWS aggressiveness.

## Discussion

EXOs, which are specialized extracellular nanovesicles ranging from 50 to 150 nm in diameter^17^, are now viewed as pivotal mediators in intercellular communication^18^ and have become the focus of exponentially growing interest as potential novel diagnostics or therapeutics. In cancer, EXOs may influence cancer cell behavior and the tumor microenvironment through instructions that are believed to be delivered by specific mRNAs, miRNAs and proteins that characterize EXOs' cargo^19–21^. Most investigations have explored the protumorigenic, proinvasive, and prometastatic effects of cancer cell-derived EXOs^22^. In this paper, we provide one of the few lines of evidence that cancer-derived EXOs may also have a detrimental effect on tumor cell aggressiveness. These oncosuppressor EXOs were obtained after silencing the cell surface molecule CD99 in the EWS cells. CD99 is a hallmark of EWS and is involved in several cellular processes, including cell adhesion, migration, death, and differentiation as well as intracellular protein trafficking, endocytosis, and exocytosis^23^. All EWS cells express the molecule at high levels, and CD99 is required for the maintenance of tumor aggressiveness. The molecule indeed prevents cell differentiation by communicating with EWS-FLI, the oncogenic driver of EWS, to maintain the proliferative and migratory as well as the metastatic capabilities of tumor cells^12,13^. Here, we confirmed that the reversion of malignancy and the induction of neural differentiation induced by genetic silencing of CD99 in EWS cells^12,13^ are replicated by the delivery of CD99neg EXOs to recipient EWS cells. EXOs derived from two EWS cell lines deprived of CD99 regulated gene expression in recipient cells and were able to inhibit cancer cell growth and migration while inducing cell differentiation in a panel of human patient-derived cell lines. These processes were oppositely regulated when CD99-deprived cells received EXOs derived from parental EWS cells, indicating that migration and differentiation in EWS cells are specifically regulated by CD99. Whether the presence or absence of this cell surface molecule determines the specific shuttling of particular cellular constituents into EXOs^24^ or whether EXOs packaging is just a reflection of the cell of origin^25,26^ is still unclear. Our data tend to favor the idea that EXOs reflect the experience of the cell and become relevant messengers and powerful propagators of cell status.

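Genes under the control of EWS-FLI1, the fusion oncoprotein of EWS, changed in both directions in TC-71 cells exposed to CD99neg EXOs. Of 29 genes that EWS-FLI1 activates, 3 were higher, 1 lower and 25 were not called, and of 23 genes that it represses, 2 were higher, 2 lower and 19 were not called, with the same counts when adjusted over each list alone. Among the activated genes, PAPPA was higher, as given beside LGALS3BP, HOXD11 and KIT had log2 fold changes of 0.69 and 0.60, and the nuclear receptor NR0B1 had -0.62. Among the repressed genes, COL5A2 and FN1, which encode a collagen chain and fibronectin, had 0.87 and 0.77, and ITGA5, a fibronectin receptor subunit, and LGALS1, which encodes galectin 1, each had -0.68. Over-representation of called genes passed Fisher's exact test in both lists (two-sided, odds ratios 7.53 and 9.9, adjusted p = 0.0108 and 0.00595), though the lists were written after the paper's folds and p values had been read. The test was not matched on signal level. Neither list passed camera as a shift in 1 direction (adjusted p = 0.338 and 0.871, and adjusted p = 0.968 with an estimated correlation for each). Of 50 integrin, matrix and migration genes, 1 was higher and 4 were lower, also over the list alone (camera adjusted p = 0.0534, and adjusted p = 0.712 with an estimated correlation; Fisher's exact test, odds ratio 5.23, adjusted p = 0.011). The list passed toward lower without replicate A (0.0163), C (0.0373) or D (0.0401), and without replicate B its adjusted p was 0.242. The lower ones were ITGA5, the sulfatase SULF1 (-0.95), the protease FAP (-0.67) and FERMT2 (-0.67), which encodes the integrin activator kindlin 2 and is named here after its value was seen. In the BCL2 family, BCL2, which opposes cell death, had a log2 fold change of 0.84, while MCL1, which also opposes it, had -0.60 and BOK, which promotes it, had -0.66. The other 13 of its 16 members were not called, and these 3 calls held over the list alone (camera adjusted p = 0.729, and adjusted p = 0.968 with an estimated correlation; Fisher's exact test, odds ratio 10.8, adjusted p = 0.011). Without any 1 of the arrays 1 of the lower genes lost its call. HES1, a transcription factor induced by NOTCH, was the 1 called gene of 26 in the NOTCH pathway, at 0.60, and 0 of 25 NF-kB target genes were called by limma, also over the lists alone (camera adjusted p = 0.830 and 0.982, and adjusted p = 0.968 and 0.990 with an estimated correlation). With centring on medians or on reference genes HES1 lost its call and the NOTCH list had 0 higher and 1 lower gene, so it has no settled direction. The calls of NR0B1, KIT, BOK, MCL1 and HES1 were lost when an array was left out, and the EWS-FLI1 activated genes had 2 higher and 0 lower without replicate B, and 2 and 2 without replicate A or with either centring.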

CD99neg EXOs were able to modulate the expression profile of EWS recipient cells, leading to up- or downregulation of genes relevant to EWS malignancy and neural differentiation. 

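LGALS3BP, which encodes a secreted glycoprotein of the extracellular matrix, was higher in TC-71 cells exposed to CD99neg EXOs. Its log2 signal was 8.23 on both untreated arrays and 9.38 and 9.34 on the exposed arrays, a log2 fold change of 1.13 (standard error 0.04, adjusted p = 0.00284 from limma), which is a fold of 2.18. It ranked 10 by size among the 186 called higher clusters with a single symbol that is not a small RNA or an uncharacterized or antisense entry, and 163 among all 1043 called higher clusters. The largest rise among those 186 was that of a cluster of TAS2R14, a bitter taste receptor gene, at 1.64, whereas the brighter cluster of this gene had 0.72. PAPPA, a metalloproteinase that cleaves insulin-like growth factor binding proteins, had a log2 fold change of 1.42, and BGN, which encodes the matrix proteoglycan biglycan, had 1.34. FMNL1, a formin that acts on actin filaments, had 1.20, and PKI55 had 1.14. The noncoding RNAs FTX, DKFZP586I1420 and HYMAI had 1.21, 1.18 and 1.16. DCC completes the 10. For each of these clusters, both exposed arrays lay above both untreated arrays, and each was called without any 1 of the 4 arrays.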

Among the top upmodulated genes (Supplementary Table 2) was the gene encoding galectin 3 binding protein (LGALS3BP), a matricellular protein with a role in tumor progression that has been shown to inhibit EWS proliferation, invasion, and metastasis^27^. 

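EGR1, a zinc finger transcription factor of the immediate early class, had the largest fall of all named genes other than small RNAs in TC-71 cells exposed to CD99neg EXOs. Its log2 signal was 10.14 ± 0.13 in untreated and 7.88 ± 0.08 in exposed cells (SD, n = 2 arrays each), a log2 fold change of -2.25 (standard error 0.08, adjusted p = 0.00284 from limma), or 4.76-fold lower. Among all 703 called lower clusters it ranked 3 by size. Among the 193 with a single symbol that is not a small RNA or an uncharacterized or antisense entry it ranked 1, FOS ranked 2 and JUN ranked 8. SLC7A2, a transporter of cationic amino acids, had a log2 fold change of -1.45, SLC38A4, a transporter of neutral amino acids, had -1.39, and the cation channel TRPC4 had -1.10. RCN3, a calcium-binding protein of the endoplasmic reticulum, had -1.20 and RAB31, a small GTPase of vesicle traffic, had -1.12. PRPH and CHRDL1 complete the 10. Each of the 10 was called without any 1 of the 4 arrays.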

Among the top downregulated genes were early growth response 1 (EGR1), a transcription factor that has been described to be downregulated in the nonmetastatic sarcoma cells^28^, and Jun/Fos, members of the AP-1 family of transcription factors^29^. AP-1 members are frequently overexpressed in sarcomas^30^, and c-Fos has been shown to specifically contribute to tumorigenesis and metastasis of bone sarcomas^31–33^. AP-1 lies downstream of many signaling pathways and transduces extracellular stimuli such as growth factors, cytokines, and environmental stresses, modulating a variety of biological processes including cell growth, death, differentiation, and oncogenic transformation^32^. The activity of the AP-1 complex can be regulated at many levels, including by constitutive protein expression changes, dimerization partners, phosphorylation, and protein–protein interactions with other transcription factors^34^. Here, we further investigated also the miRNA-specific content of CD99neg EXOs to identify the particular regulators that may be responsible for the modified profile of the recipient cells. The most differentially increased miRNA in CD99neg EXOs compared with CD99pos EXOs was miR-199a-3p; quite interestingly, c-Fos is among the predicted targets of this miRNA. Exposure of EWS cells to miR-199a-3p mimic as well as to miR-199a-3p-enriched EXOs indeed replicated the phenotypic effects of CD99neg EXOs, including inhibition of AP-1 activity and the expression of its target genes (i.e., MMP9, MMP1, and CCND1). miR-199a-3p has been reported to suppress tumor growth, migration, invasion, and metastasis while increasing chemosensitivity in several tumors, including osteosarcoma^35,36^; in addition, it has been described as an independent marker of improved survival in bladder cancer^37^. In this paper, we confirmed that miR-199a-3p is decreased in metachronous metastases compared with primary tumors, supporting its clinical relevance even in EWS. This indicates that the effects of CD99neg EXOs may be mediated, at least in part, by enhanced delivery of this miRNA. Nevertheless, other than miR-199a-3p miRNAs might be relevant as well. Indeed, we identified a signature composed of 56 differentially expressed miRNAs whose impact on EWS cell behavior needs further consideration.

In addition, our previous observations have highlighted an important role also for the miR-34a^13^. Considering that miRNAs have multiple targets and their action is strictly interconnected, it is conceivable that even minimal fluctuations in the expression of multiple miRNAs will result in substantial changes in the mechanisms of tumor progression. A schematic representation of the so far described molecular connections that link CD99-deprived EXOs with malignant reversion of EWS cells is shown in Fig. 7.

**Fig. 7:**
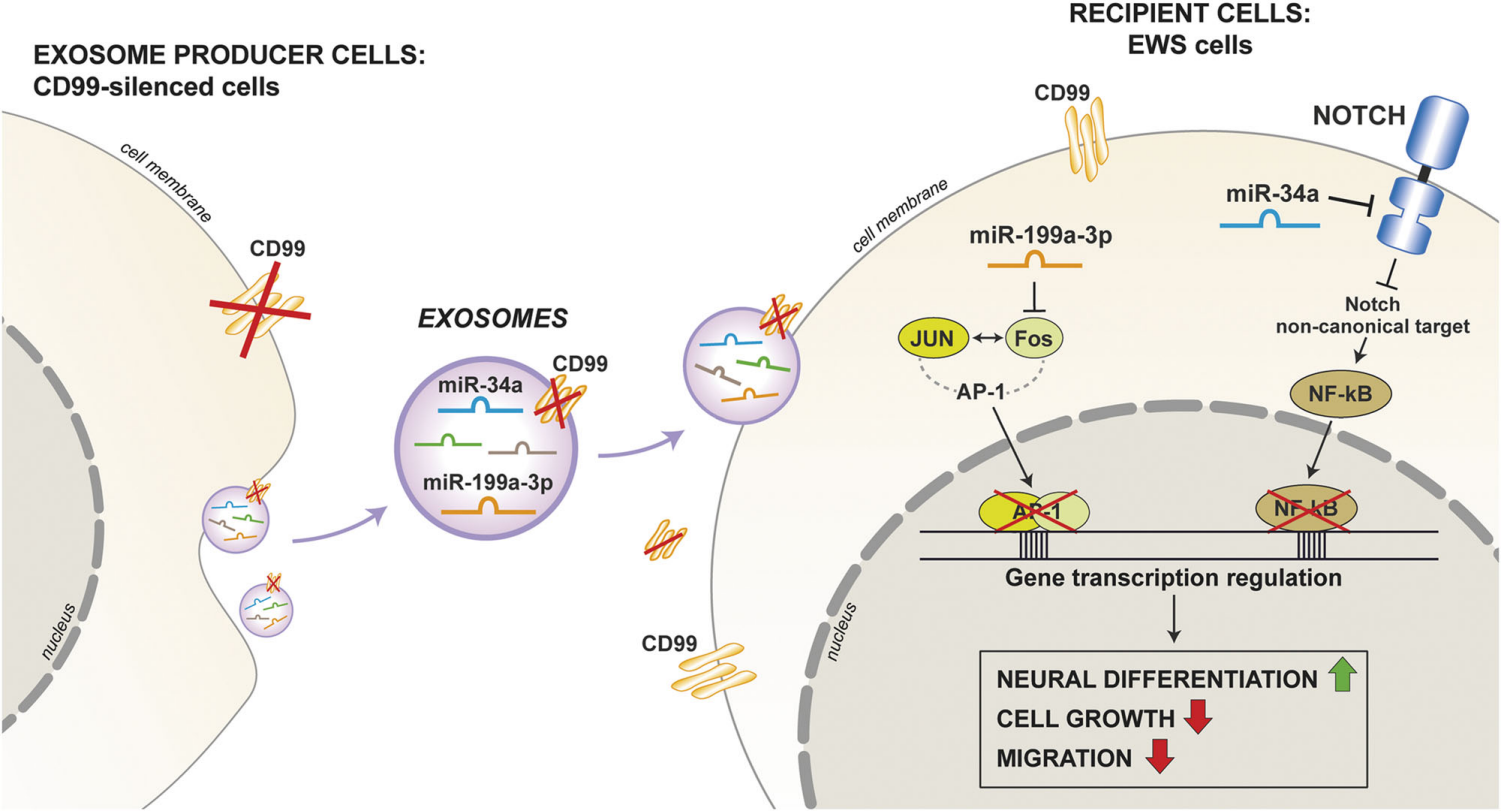
Schematic representation of the main molecular mechanisms that link CD99-deprived EXOs with malignant reversion of EWS cells. The figure depicts the role of two oncosuppressor microRNAs, which were enriched in CD99neg EXO cargo: miR-199a-3p and miR-34a, the first acting through AP-1 activity, the former exerting its action by means NOTCH/NF-kB axis. They both contribute to the reversion of malignancy resulting in the induction of neural differentiation together with the decrease of cell growth and migration

Taken together, we have shown that modulating the expression of a fundamental cell surface molecule in EWS cells leads to the release of EXOs delivering a specific group of miRNAs with oncosuppressor functions that may be transferred to other tumor cells and substantially reduce malignancy. Development of best-practice models for the therapeutic use of EXOs is still a challenge^38^, but the use of EXOs as “natural” nanocarriers of anticancer therapies has gained growing interest, and engineering of EXOs is an active field offering new therapeutic opportunities to control primary tumors and metastatic disease^39^. Here, we provide a novel conceptual therapeutic approach against a tumor type that remains refractory to most treatments except conventional chemotherapy.

## Materials and methods

### Cell lines and primary cultures

EWS cell lines were grown as previously described^13,40^. The lines 6647 and TC-71 were kindly provided by T.J. Triche (Children's Hospital, Los Angeles, CA, USA); SK-N-MC, SK-ES-1, and RD-ES were provided by American Type Culture Collection, ATCC (Rockville, MD, USA); IOR/CAR and LAP-35 were previously established in our laboratory; and the A673 sarcoma cell line was provided by Dr. H. Kovar (St. Anna Kinderkrebsforschung, Vienna Austria). Stable CD99-silenced cells were obtained from the TC-71 and IOR/CAR cell lines as previously described^12,13^. The cells were cultured in Iscove's modified Dulbecco's medium (IMDM; EuroClone, Milan, Italy) enriched with 10% fetal bovine serum (FBS) (EuroClone) supplemented with 100 U/ml penicillin and 100 mg/ml streptomycin and incubated at 37 °C in a humidified atmosphere at 5% CO_2_.

All cell lines were tested for mycoplasma contamination (MycoAlert Mycoplasma Detection Kit, Lonza) and authenticated by short tandem repeat (STR) polymerase chain reaction (PCR) analysis (last control: December 2017) using a PowerPlex ESX Fast System kit (Promega, Madison, WI, USA).

### Isolation, characterization and labeling of EXOs

EXOs were isolated from cell culture medium with the EQ (System Biosciences, Mountain View, CA, USA) or by ultracentrifugation (UC) methods according to the manufacturer’s instructions or standard procedures^15^.

In EQ, briefly, cells were cultured for 24 h in IMDM supplemented with EXO-depleted FBS. The serum was depleted of bovine EXOs by UC at 100,000 × *g* for 6 h, followed by filtration through a 0.2 µm filter prior to use. The conditioned medium was centrifuged at 3000 × *g* for 15 min to remove cell debris. The supernatant was transferred to a new sterile tube and EQ precipitation solution was added for an overnight incubation at +4 °C. EXOs were isolated the day after by centrifugation at 1500 × g for 30 min at room temperature (RT). The EXO pellets were then resuspended in IMDM 0% FBS for in vitro functional studies, in Trizol for RNA extraction or in lysis buffer for western blot. The protein concentration of the EXOs was determined using a protein assay kit (Bio-Rad, Hercules, CA, USA), and in some cases, the number and size of the EXOs were directly tracked using a NanoSight NS300 system (NanoSight technology, Malvern, UK), configured with a 488 nm laser and a high-sensitivity sCMOS camera. Videos were collected and analyzed using NanoSight NTA software (version 3.0). For each sample, multiple videos 60 s in duration were recorded to generate replicate histograms, which were averaged.

The fatty acid molecule BODIPY® FL C16 (16 μm) was included in the culture medium to label EWS cells, as it is incorporated into the cell membranes. EXOs (10 µg) were cocultured with 5,000 recipient cells grown in eight-well chamber slides (Falcon, NY, USA). After 3 h of incubation, the cells were fixed in 4% paraformaldehyde (Sigma-Aldrich, St Louis, MO, USA) for 10 min. Cell staining was analyzed with a Nikon A1R confocal microscope with a Plan Apo 60 ×/NA 1.4 DIC N2 objective. The uptake of fluorescent vesicles in recipient cells was assessed by flow cytometric analysis as previously reported^41^.

### In vitro functional assays

EXOs in equal amounts (10 µg/5,000 cells), purified from either parental or CD99-silenced EWS cell lines, were incubated in serum-free conditions with recipient cells at 37 °C before functional studies were performed.

### Cell viability assessment with trypan blue dye

A total of 50,000 cells/well were seeded in 24-well plates. CD99neg- or CD99pos EXOs were added after 24 h. The cells were exposed to the EXOs for up to 48 h before being harvested and counted with trypan blue vital cell dye (Sigma-Aldrich). Cells that were not treated were used as controls.

### Cell proliferation assessment with Ki-67 staining

The EWS cell lines were exposed to CD99neg EXOs 48 h and then fixed with methanol for 7 min at − 20 °C. The slides were incubated with a primary antibody against Ki-67 (Mib1; Sigma-Aldrich) overnight at +4 °C and then with an anti-mouse fluorescein isothiocyanate (FITC) secondary antibody (Thermo Fisher Scientific, Waltham, MA, USA) for 30 min at RT. The nuclei were counterstained with Hoechst 33258 (0.5 μg/ml; Sigma-Aldrich).

### Cell death analysis

EWS cell lines (TC-71, IOR/CAR, and LAP-35) were treated with CD99neg EXOs for 48 h. Detection and quantification of apoptotic cells were performed by flow cytometric analysis (FACSCalibur; Becton Dickinson) of Annexin-V-FITC-labeled cells, according to the manufacturer's instructions (MEBCYTO Apoptosis Kit, Annexin-V FITC Kit, MBL Life Science). Propidium iodide (PI) incorporation was evaluated in association with the fluorescent signal intensity to allow the discrimination between necrotic and apoptotic cells.

### Migration assay (transwell chambers)

Migration ability in the EWS cell lines was assessed using transwell chambers (Costar, Cambridge, MA) with an 8 μm pore size and polycarbonate filters. A cell suspension (100,000 cells) was pretreated with CD99neg- or CD99pos EXOs for 30 min in serum-free IMDM at 37 °C. The cells were seeded in the upper compartment, whereas IMDM plus 10% FBS was placed in the lower compartment of the chamber as a chemoattractant. Incubation was performed overnight at 37 °C in a humidified atmosphere. The migrated cells were fixed with methanol, stained with Giemsa dye and counted at 10 × magnification. A673 cells had a low capability to migrate, so they were seeded in 1% FBS in the upper compartment, and IMDM 20% FBS was placed in the lower compartment (gradient).

### Wound-healing assay

EWS cells were seeded in 24-well plates coated with fibronectin (3 μg/cm^2^; Sigma-Aldrich). The cells were allowed to grow until 100% confluence was achieved. A pipette tip was used to obtain the cell free lane and the medium was then renewed and supplemented with purified EXOs from TC-CD99-shRNA or CAR-CD99-shRNA cells or the parental cell line TC-71. Images were obtained at time 0 and after 24 h under an inverted microscope (Zeiss, Inc., Thornwood, NY).

### Neural differentiation

To assess neural differentiation in EWS cultures, cells were plated at low densities (5,000 cells/cm^2^) in standard medium. The cells were then exposed to purified CD99neg EXOs for 48 h. Immunofluorescence was performed on adherent cells grown on coverslips for 72 h, fixed in methanol/acetone 3:7 or 4% paraformaldehyde, permeabilized with 0.15% Triton X-100 in phosphate-buffered saline (PBS) and incubated with anti-heavy neurofilament (H-NF, cat. #2836; Cell Signaling Technology, Beverly, MA, USA) and anti-β-III Tubulin (cat. #T5076; Sigma-Aldrich) antibodies. The nuclei were counterstained with bisbenzimide (Hoechst 33258; Sigma-Aldrich). Cell fluorescence was then evaluated using a Nikon Eclipse 90i microscope (Nikon Instruments, Florence, Italy) equipped with a Plan Apo VC 60 oil, NA 1.4 objective at RT. Images were captured under identical conditions using a digital camera (Nikon DS5MC) and the software NIS‐Elements AR 3.10 (Nikon). The same software was used to merge all images with double labeling. For the neurite outgrowth assay, cells were classified as differentiated if they exhibited an outgrowth extending from the cell that was at least 1.5 times the diameter of the cell. At least 100 cells were counted on each slide.

### Luciferase reporter gene assay

A luciferase assay was used to evaluate the transcriptional activity of AP-1. Cells were seeded in standard medium in 24‐well plates (30,000 cells/well) previously coated with fibronectin (3 μg/cm^2^; Sigma-Aldrich). Transfection was performed 24 h later with 250 ng of AP-1 signal reporter (Qiagen, Hilden, Germany) using Lipofectamine 2000 (Thermo Fisher Scientific) according to the manufacturer’s instructions. At 24 h after transfection, the same amounts of CD99neg EXOs were incubated with recipient cells for 30 min at 37 °C before assessment of luciferase activity. The cells were lysed, and luciferase activity was measured according to the manufacturer’s protocol using a Dual‐Glo Luciferase Assay System (Promega) with a GloMax Luminometer (Promega).

The firefly luciferase luminescence signal was normalized to that produced by Renilla luciferase, which was included as an internal control. The data are represented as relative light units (RLU).

### Immunoblotting analysis

Western blot experiments were performed according to standard protocols. Samples were lysed in radioimmunoprecipitation assay (RIPA) buffer (50 mm Tris-HCl, pH 7.4, 150 mm NaCl, 0.1% sodium dodecyl sulfate (SDS), 1% Triton X-100, 5 mm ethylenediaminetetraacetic acid (EDTA), 1% deoxycholate) supplemented with protease inhibitors.

Equivalent amounts of lysates were run on SDS gels under denaturing conditions and blotted onto nitrocellulose membranes. The membranes were incubated overnight with anti-CD99 (12E7; sc-53148; Santa Cruz Biotechnology, Santa Cruz, Dallas, USA), anti-GAPDH (sc-25778; Santa Cruz Biotechnology), anti-c-Fos (9F96; #2250; Cell Signaling Technology) primary antibodies. Anti-rabbit or anti-mouse antibodies conjugated to horseradish peroxidase (GE Healthcare, Little Chalfont, UK) were used as secondary antibodies. The proteins were visualized with an ECL Western Blotting Detection System (GE Healthcare). The signal for CD99 protein was quantified by using GS-800 imaging densitometer (Bio-Rad, Hercules, CA) and the Quantity One 4.6.9 software (Bio-Rad). The values are represented as optical Density (OD).

### RNA extraction and qPCR

RNA from EXOs was isolated using miRNeasy columns (Qiagen) according to the manufacturer’s protocol; total RNA from cell lines was extracted with a TRIzol extraction kit (Life Technologies, Grand Island, NY, USA). Nucleic acid quality and quantity were assessed with a NanoDrop spectrophotometer (NanoDrop Technologies, ThermoFisher Scientific). Total RNA for each sample was reverse transcribed into cDNA using a High-Capacity cDNA Reverse Transcription Kit (Life Technologies) according to the manufacturer’s protocols. qPCR was performed on a ViiA7 system (Life Technologies) using TaqMan PCR Master Mix (Life Technologies). Predesigned TaqMan probes (Life Technologies) were used for Matrix Metalloproteinase 1 (MMP1, Hs00899658_m1), Matrix Metalloproteinase 9 (MMP9, Hs00957562_m1), Cyclin D1 (CCND1, Hs00765533_m1), CD99 (Hs00908458) and miR-199a-3p (Hs002304). Relative quantification as performed with the ΔΔCT method, and the expression levels of the target genes were normalized to those of the housekeeping gene GAPDH (Hs99999905_m1), RNU6b (Hs001093) or miR-16 (Hs000391).

### Microarray profiling and data analysis

Gene expression patterns were assessed using a GeneChip® Human Transcriptome Array 2.0 (Affymetrix, Santa Clara, CA, USA) starting from 100 ng of total RNA. Microarray data are available at the GEO database (https://www.ncbi.nlm.nih.gov/geo) with the accession number # GSE128681. The microarray target sample processing, target hybridization, washing, staining, and scanning steps were completed according to the manufacturer's instructions (Affymetrix). Raw data were analyzed with GeneSpring software v.14.9 (Agilent Technologies, Santa Clara, CA, USA). Specifically, .CEL files were imported and processed using the ExonRMA16 summarization algorithm. Quantile normalization was applied without baseline transformation. Differentially expressed genes were defined as having a ≥ 1.5-fold expression difference between groups and an adjusted *p*-value of less than 0.05 in a moderated *t-*test with Benjamini and Hoechberg correction for false positive reduction. Hierarchical clustering was performed for the TC-71 samples with the GeneSpring clustering tool using Pearson’s centered correlation as a measure of similarity. Pathway and network analyses of the differentially expressed genes were performed using the web-based software MetaCore (GeneGo, Thomson Reuters).

### microRNA profiling and data analysis

miRNA expression was investigated using an Agilent Human miRNA Microarray #G4870C and Sanger miRBase v.21 (Agilent Technologies). Microarray data are available at the ArrayExpress database (https://www.ebi.ac.uk/arrayexpress) with the accession number E-MTAB-7585. RNA labeling and hybridization were performed in accordance with the manufacturer’s instructions. The microarray results were analyzed with GeneSpring software v.14.9 (Agilent Technologies). Quantile normalization and log2 transformation were applied. Differentially expressed miRNAs were selected that had a 1.5-fold difference between CD99pos- and CD99neg EXOs and an adjusted *p* value < 0.20 in a moderated *t*-test with Benjamini and Hoechberg correction. Hierarchical clustering was performed using Pearson’s centered correlation as a measure of similarity.

### Flow cytometry

CD99 expression was evaluated by flow cytometry in EXOs isolated with EQ or by UC^15^. We used a staining protocol involving latex beads (aldehyde/sulfate latex #A37306; Invitrogen) that were incubated with 20 μg of EXOs for 30 min at RT. Bovine serum albumin (BSA, 1%) was added to the samples, and the mixture was incubated overnight at 4 °C on a test tube rotator. After three washes in PBS with 0.5% BSA, the EXOs-bead mixture was incubated with an anti-CD99 antibody (12E7; sc-53148; Santa Cruz) for 30 min at 4 °C and with an anti-mouse FITC secondary antibody (#31569; Thermo Scientific). The data were acquired using a BD FACS LSR III (BD Transduction Laboratories, Lexington, KY, USA).

CD99 levels were analyzed in EWS cells with a FACSCalibur flow cytometer (BD Transduction Laboratories). The antibodies used were anti-CD99 O13 (Signet Laboratories, Dedham, MA, USA) and an anti-mouse FITC secondary antibody (Thermo Scientific).

### miR-199a-3p transfection

Twenty-four hours after cell seeding, cells were transfected with pre-miR-199a-3p mimic or with nonspecific control miRNAs (SCR) (30 nm) (assays #AM17100 and #AM17110; Thermo Scientific) using a *Trans*IT-X2 Dynamic Delivery System (Mirus, Madison, WI, USA). The expression level of miR-199a-3p was determined by qPCR up to 48 h after transfection. Functional studies were performed as previously described for the CD99neg- and CD99pos EXO treatments.

In parallel, from the transfected TC-71 cells, EXOs enriched for miR-199a-3p were harvested and used for biological assays in TC-71 cells and CD99-deprived cells, TC-CD99-shRNA. The experiments performed reproduce the setting previously described in this section of material and methods.

### Clinical samples

A cohort of 113 patients with confirmed diagnosis of EWS treated at the Istituto Ortopedico Rizzoli (Bologna, Italy) was considered. The EWS patients underwent homogenous treatments based on local control of the disease (surgery and/or radiotherapy, depending on the tumor site) and systemic neoadjuvant chemotherapy. All the patients were enrolled in clinical studies, previously reported in detail approved^42,43^. miR-199a-3p expression was evaluated by qPCR in localized primary tumors (62 cases) or metachronous metastases that developed from 6 months to 10 years after the end of treatments (51 cases: 17 bone and 34 lung). The ethical committee of the Istituto Rizzoli approved the study (0019012/2016), and informed consent was obtained. The study was conducted in accordance with the Declaration of Helsinki ethical guidelines.

### Statistical analyses

All statistical analyses were performed using Prism version 7.0 (GraphPad Software, La Jolla, CA). Differences among means were evaluated by one-way analysis of variance (ANOVA) with Tukey’s multiple comparisons test, whereas two-tailed Student’s *t-*test was used for comparisons between two groups. The data were considered statistically significant at *p* < 0.05. Pearson’s test was used to evaluate correlations.

## Supplementary information

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

original blots

Supplementary figure legends

# Supplementary material for: Exosomes from CD99-deprived Ewing sarcoma cells reverse tumor malignancy by inhibiting cell migration and promoting neural differentiation
**Source:** Cell Death Dis. 2019 Jun 17;10(7):471. doi: 10.1038/s41419-019-1675-1
**Supplement:** Supplementary file 1 — Supplementary Figures

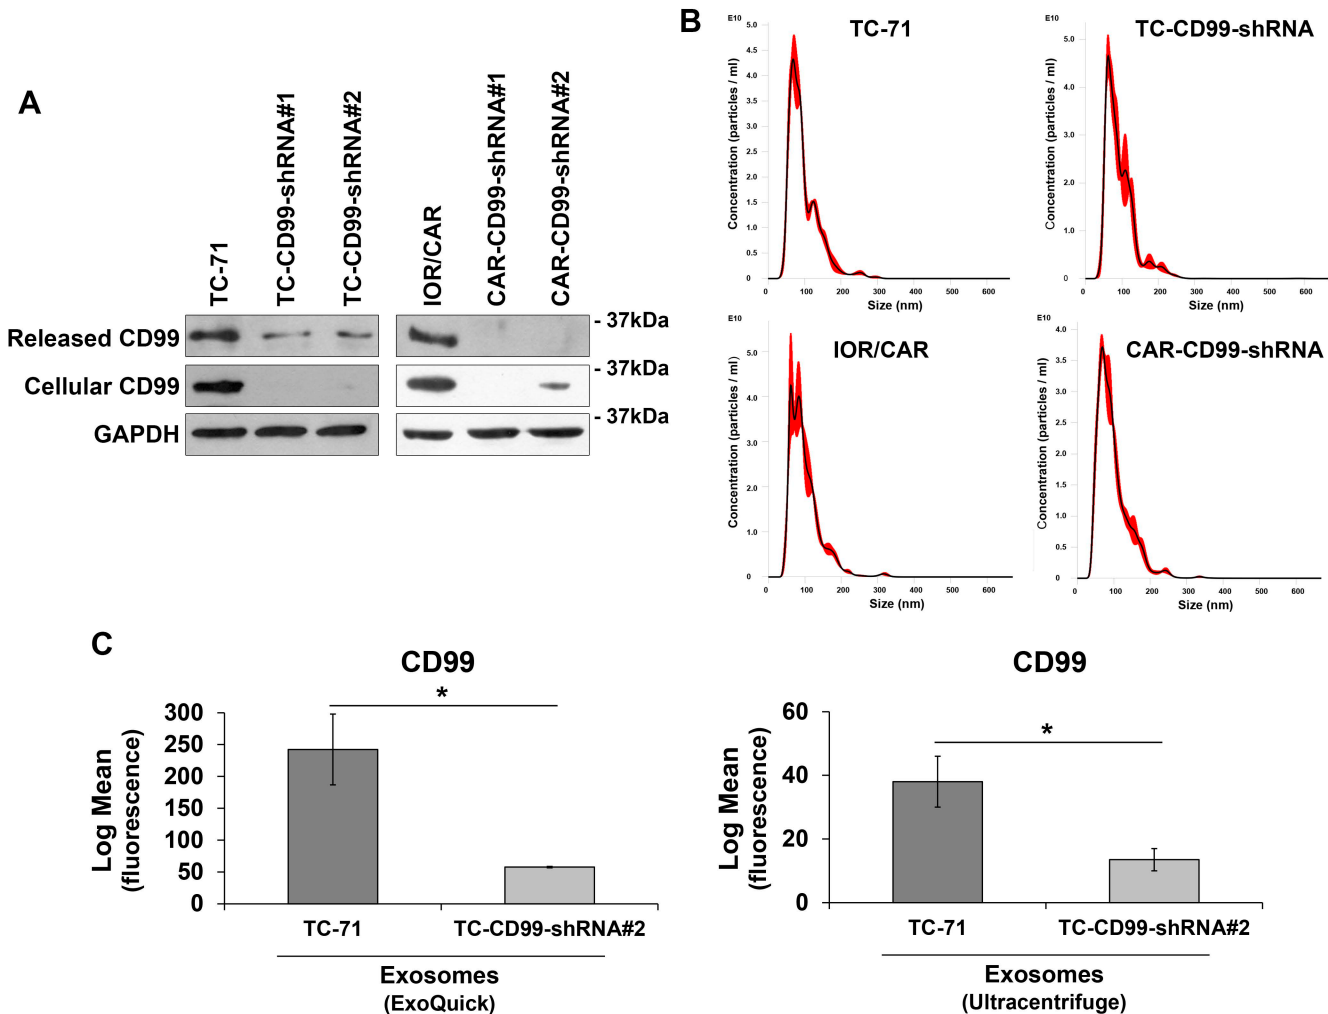

Supplementary Figure 1

a Representative western blot showing CD99 secreted in the supernatants of TC-CD99-shRNA and CAR-CD99-shRNA experimental models. CD99 protein expression from productive cells is shown in comparison. GAPDH was used as a loading control. **b** Size distribution of vesicles derived from EWS cells lines and CD99-silenced cells (TC-71 and TC-CD99-shRNA, IOR/CAR and CAR-CD99-shRNA) analyzed by the Nanosight™ technology. **c** CD99 expression evaluated by flow cytometry on the surface of EXOs from TC-71 and TC-CD99-shRNA cells. The two graphics show in comparison results from vesicles isolated by ExoQuick® or by Ultracentrifuge (* $p < 0.05$, unpaired Student's t-test).

A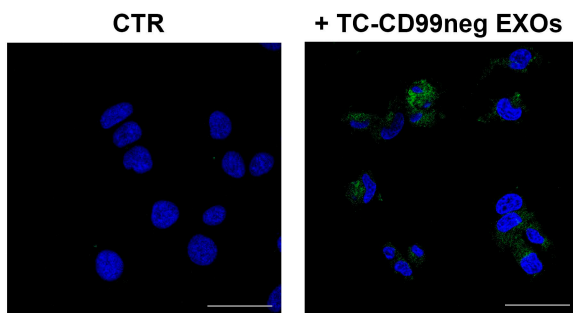**B**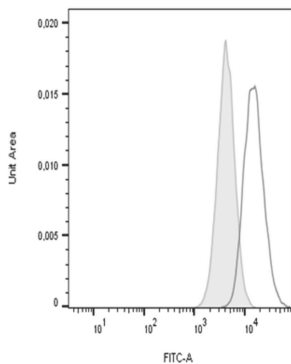

TC-71
 TC-71 + TC-CD99pos EXOs

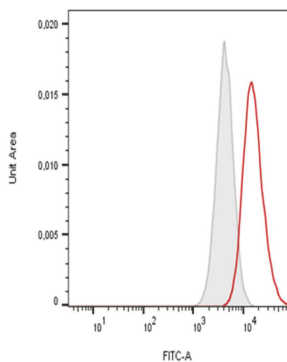

TC-71
 TC-71 + TC-CD99neg EXOs

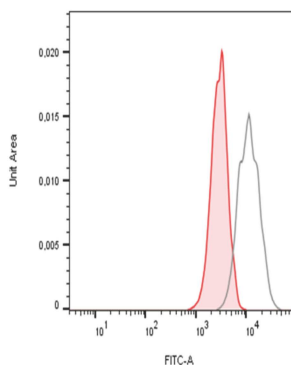

TC-CD99-shRNA#2
 TC-CD99-shRNA#2 + TC-CD99pos EXOs

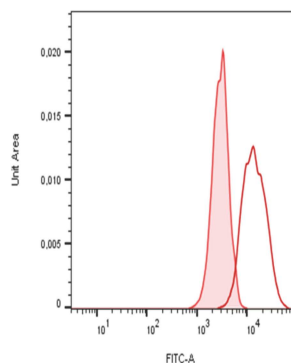

TC-CD99-shRNA#2
 TC-CD99-shRNA#2 + TC-CD99neg EXOs

Supplementary Figure 2

a Confocal microscopy image of exosome uptake in untreated TC-71 cells and TC-71 cells treated with CD99neg EXOs. Internalized vesicles, which were labeled with BODIPY FL C16, were evidenced by a green fluorescent punctuate signal inside cytoplasm of TC-71 recipient cells. The nuclei were counterstained with Hoechst. Scale bar: 50 μ m.

b FACS analysis on TC-71 and CD99-silenced cells after exosome exposure. The fluorescent signal confirmed the similar uptake of CD99neg and CD99pos vesicles in recipient cells.

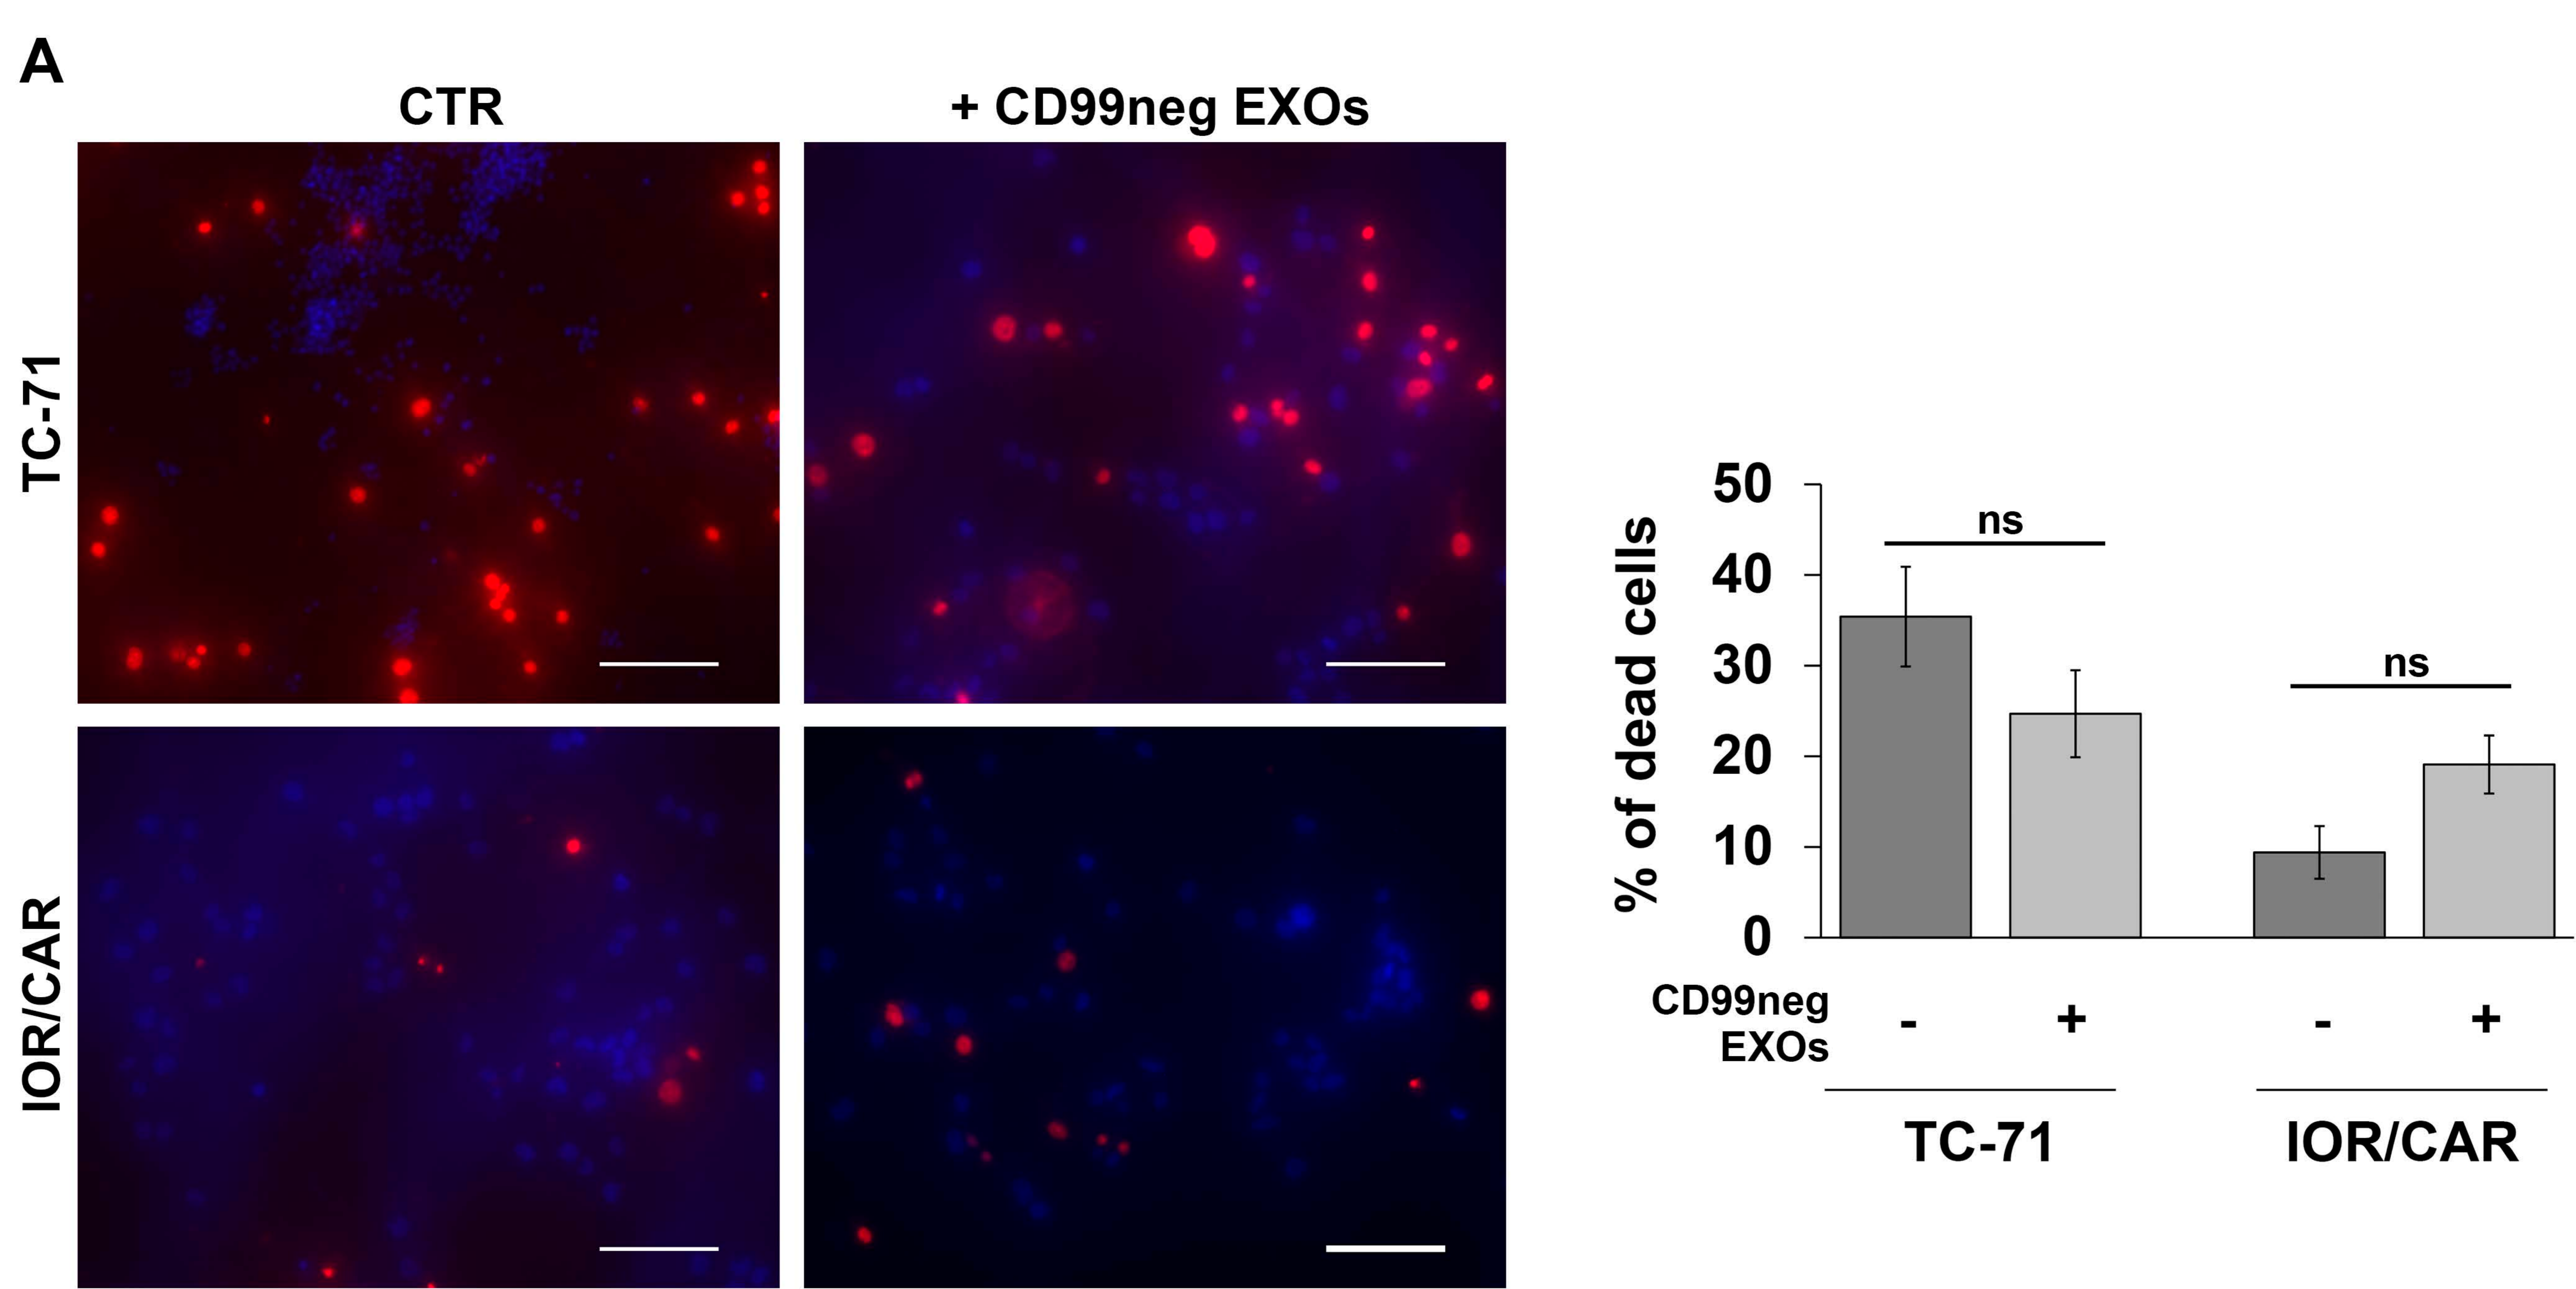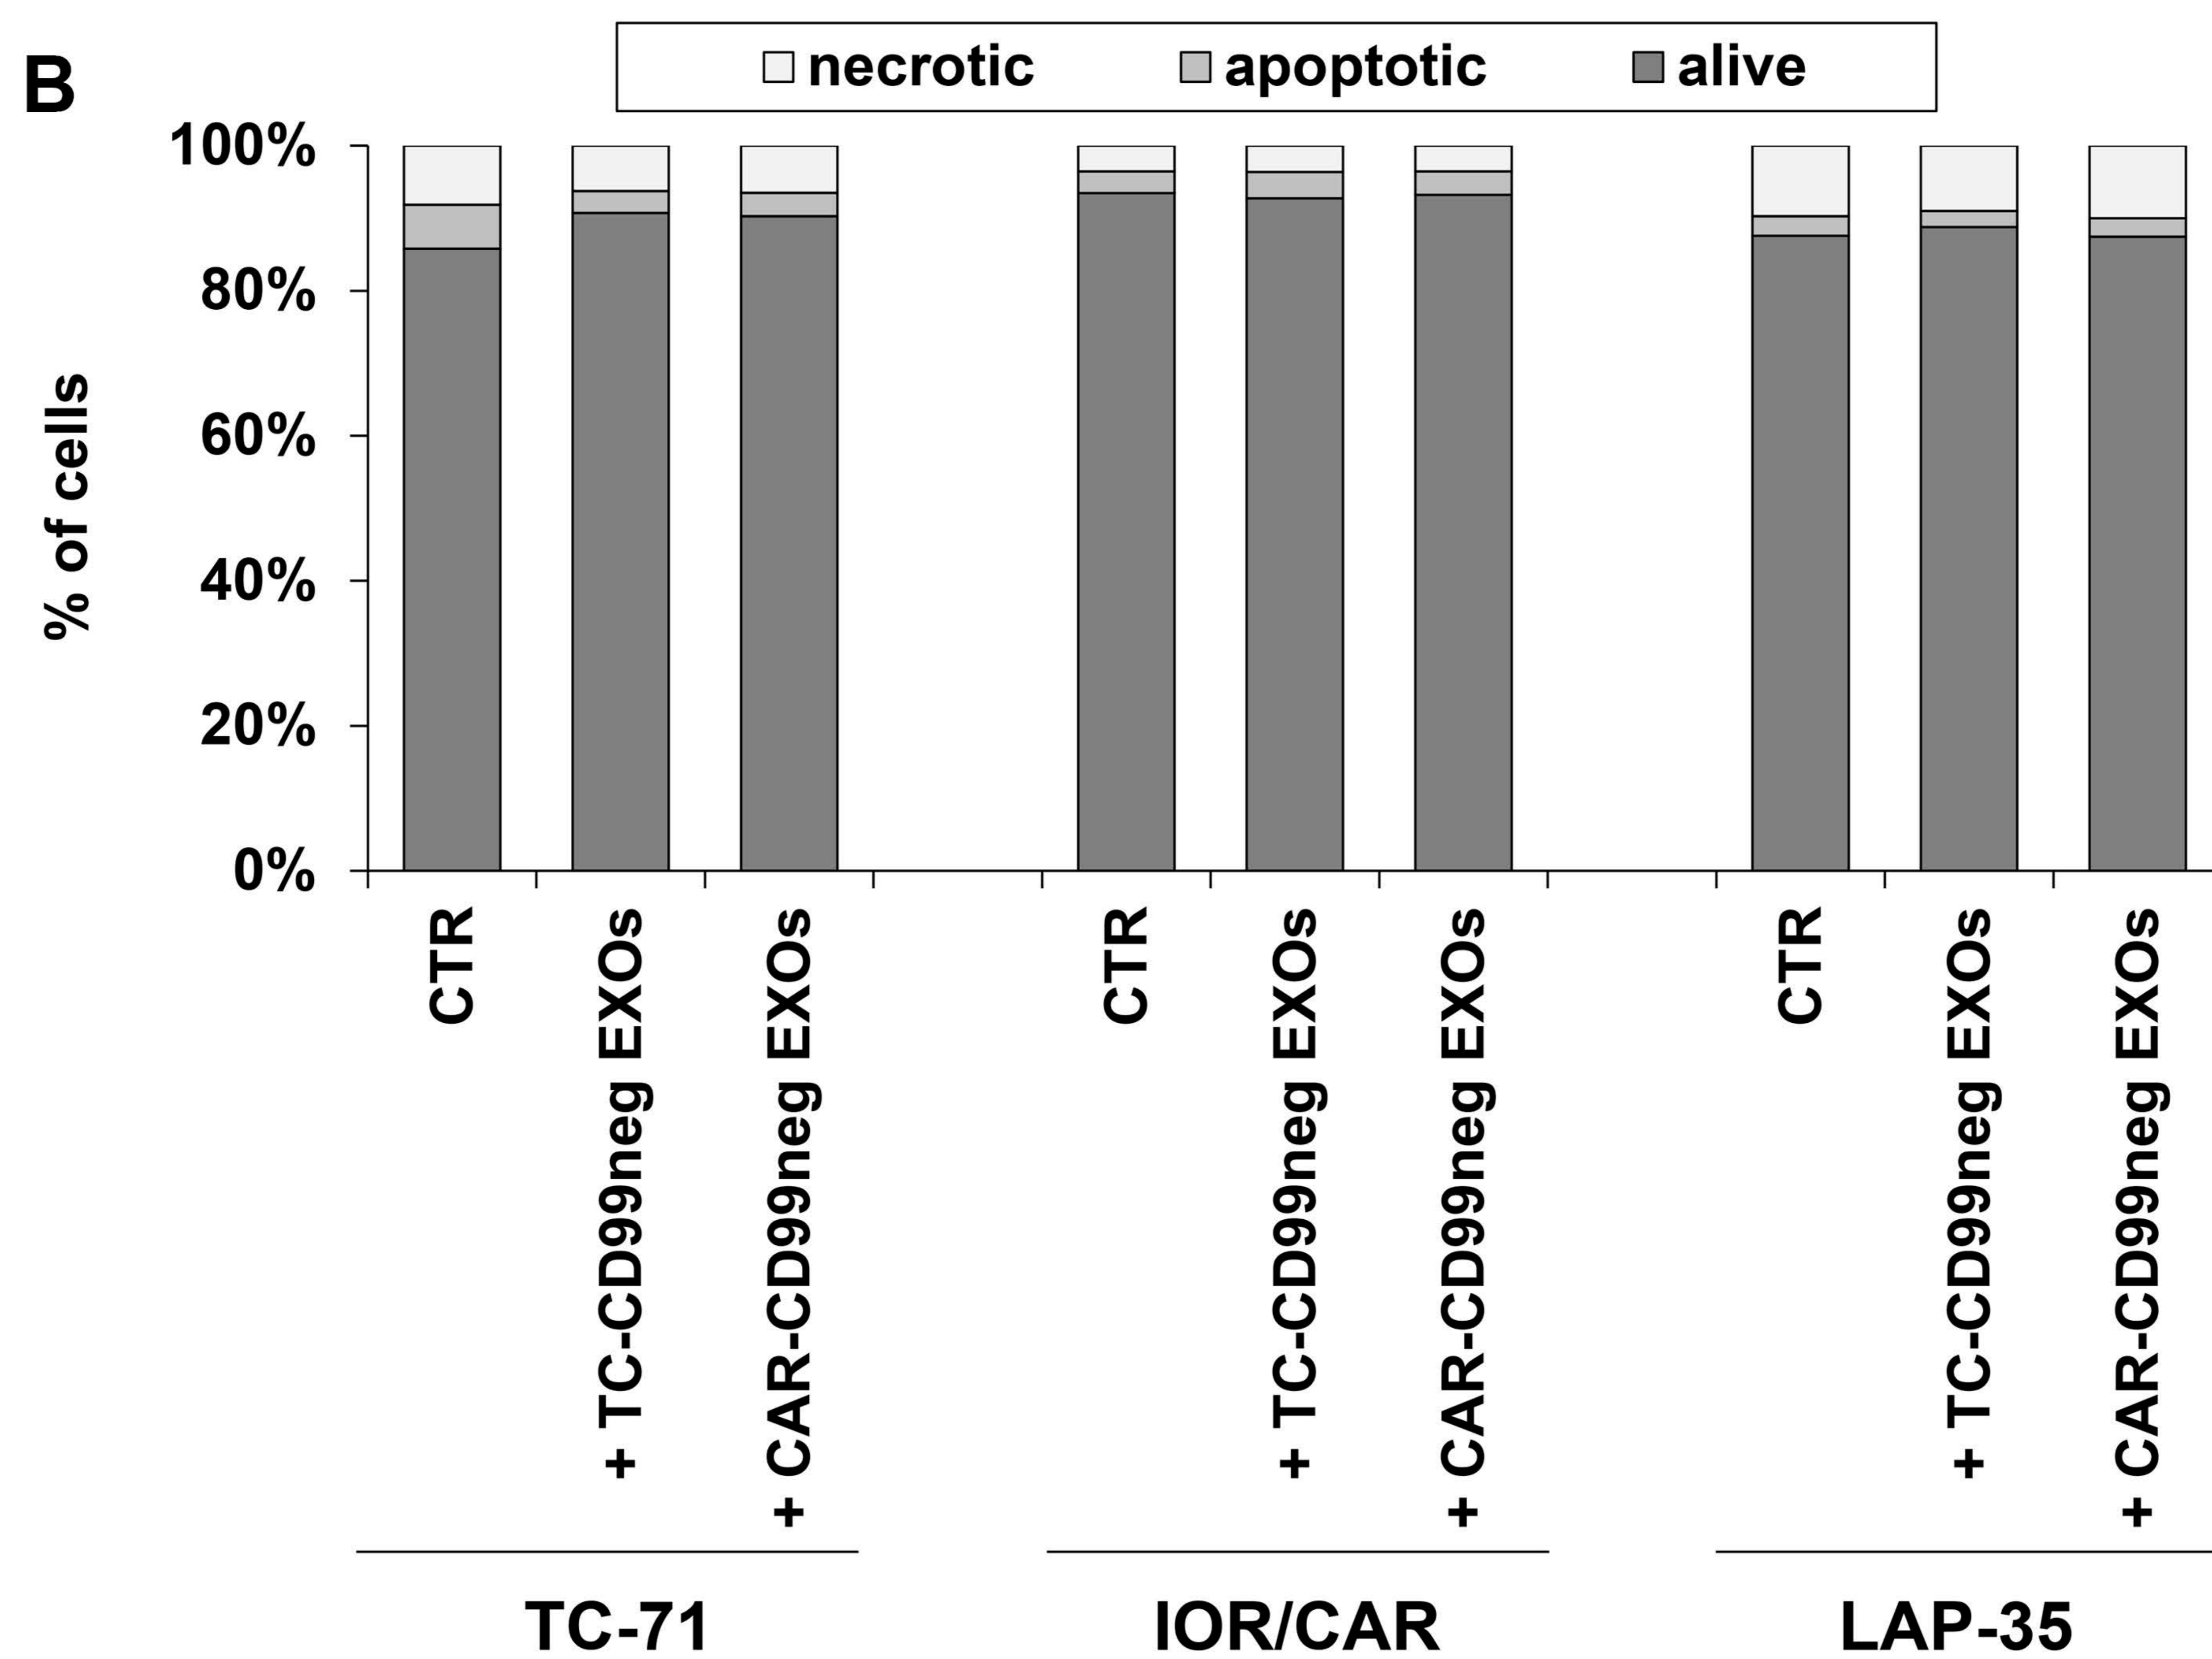

Supplementary Figure 3

a Immunofluorescence analysis of PI staining in TC-71 and IOR/CAR cell lines receiving or not receiving (CTR) CD99neg EXOs. The cells were counterstained with vital Hoechst 33258 (blue). Scale bar: 100 μ m. PI-positive cells were counted, and percentages of positive cells are shown on the right panel as the mean $\pm$ SE (ns=not significant, Student's *t*-test). **b** Evaluation of apoptosis by Annexin-V staining in EWS cells treated or not treated (CTR) with CD99neg EXOs.

A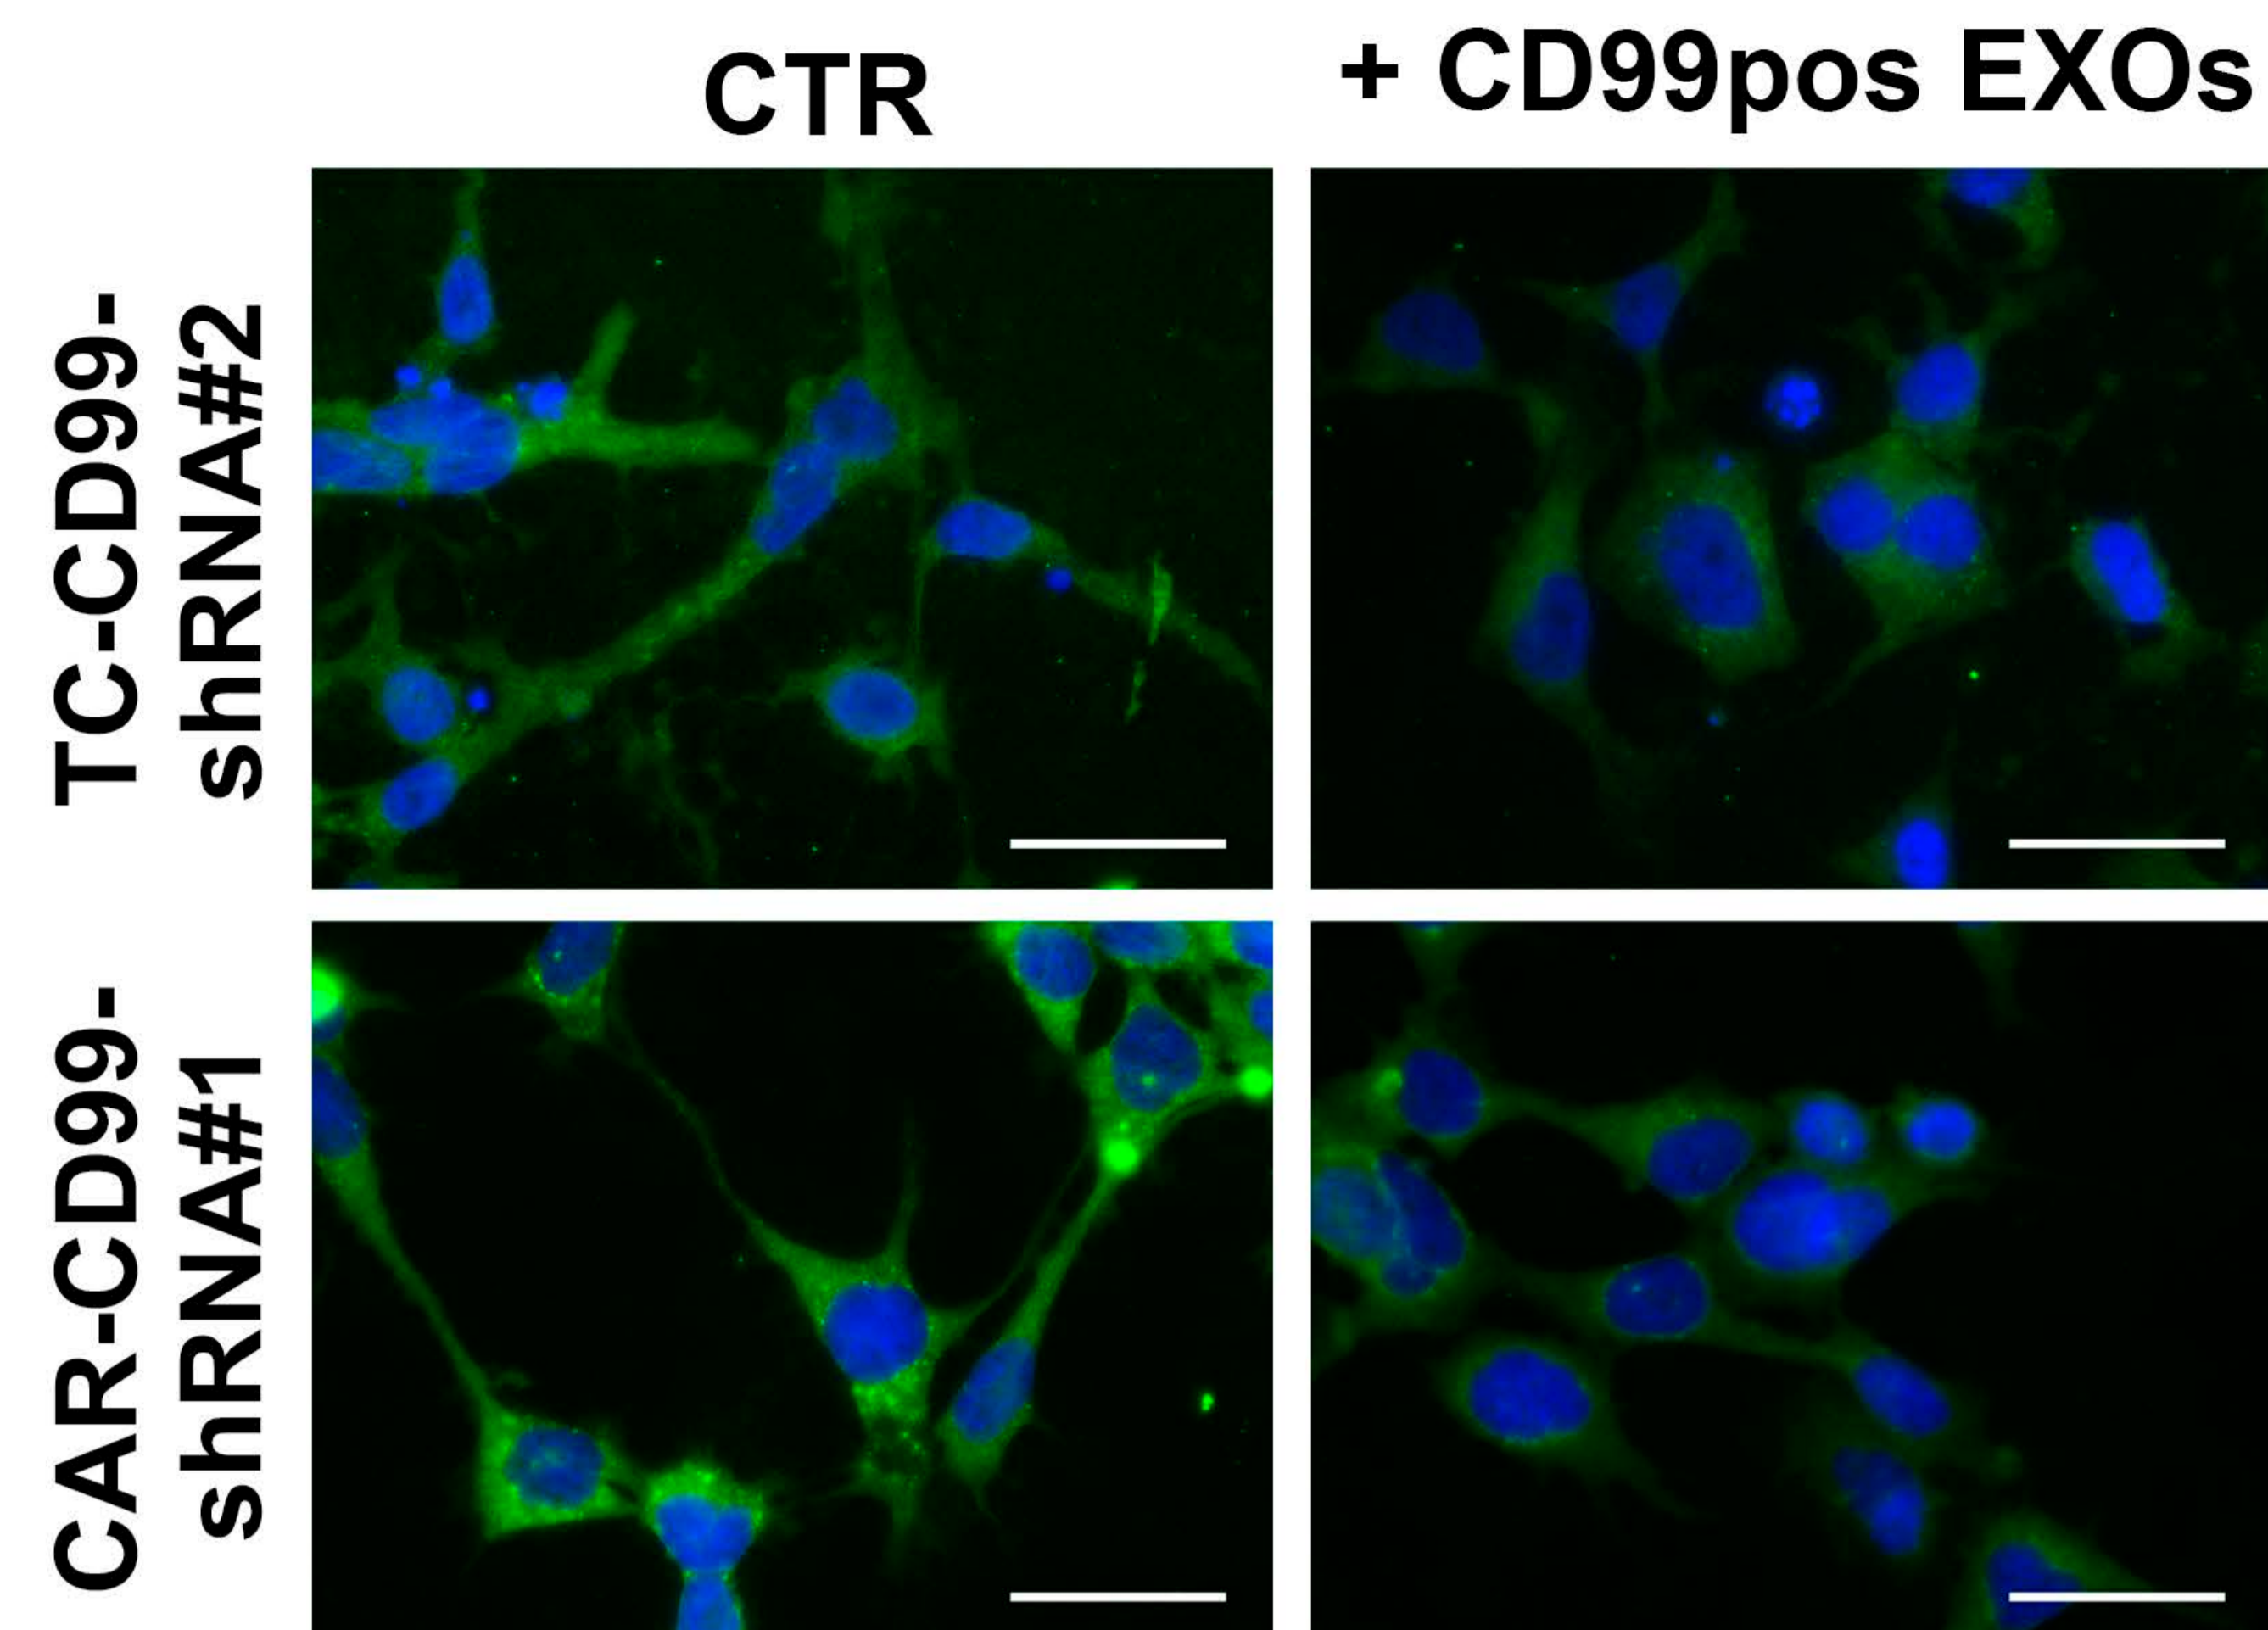**B**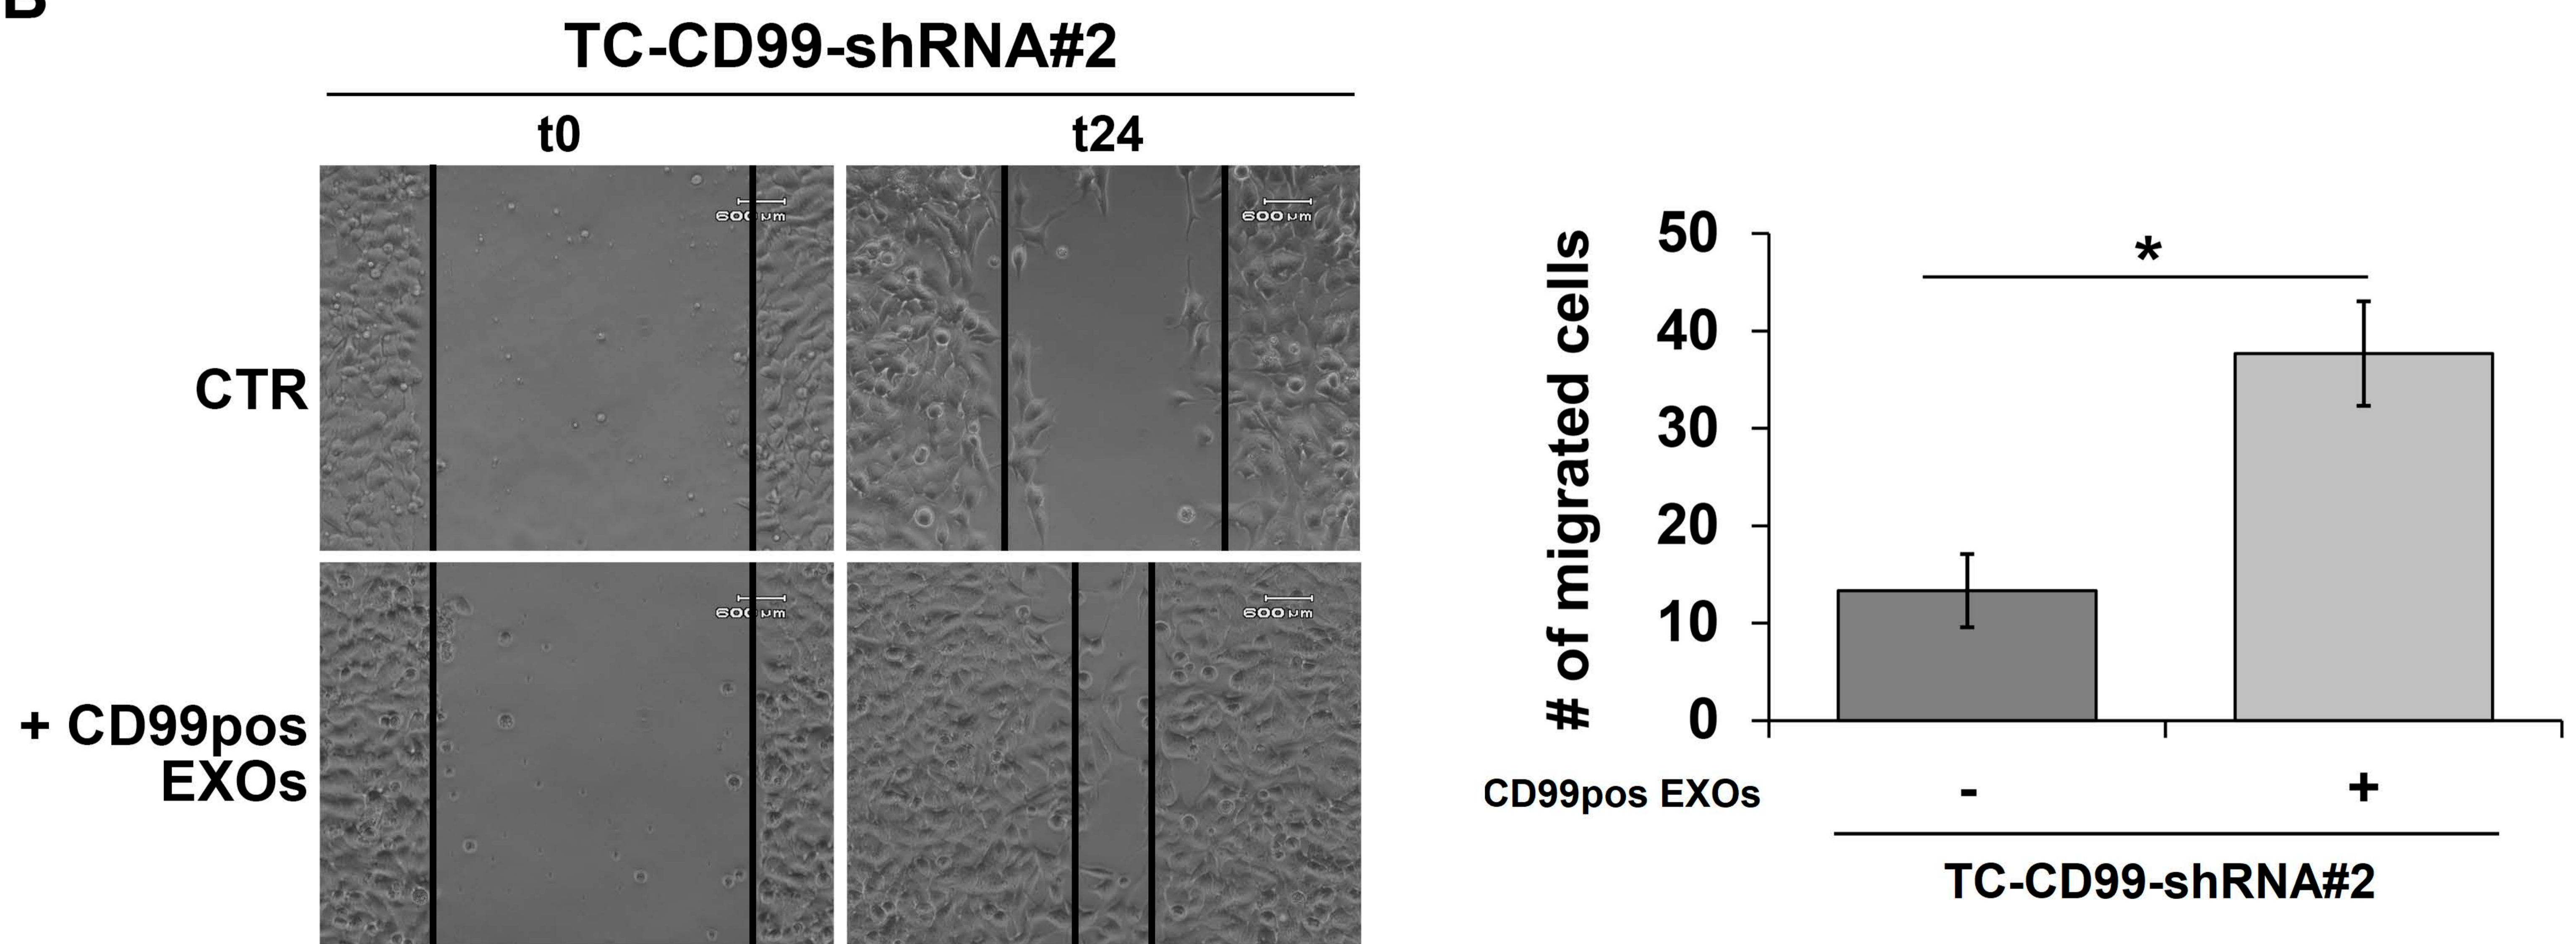**Supplementary Figure 4**

a Immunofluorescence staining of β -III Tubulin (green) in stable CD99-silenced clones (TC-CD99-shRNA#2 and CAR-CD99-shRNA#1), receiving or not receiving (CTR) CD99pos EXOs derived from their respective parental cell lines. The nuclei were labeled with Hoechst 33258 (blue). Representative images are displayed. Scale bars: 50 μ m. **b** Cell migration of TC-CD99-shRNA#2 cells exposed or not exposed (CTR) to CD99pos EXOs. Results of wound-healing assays (left) and motility assays with Transwell chambers (right). The data are shown as the mean $\pm$ SE (*p<0.05, Student's *t*-test).

TC-71

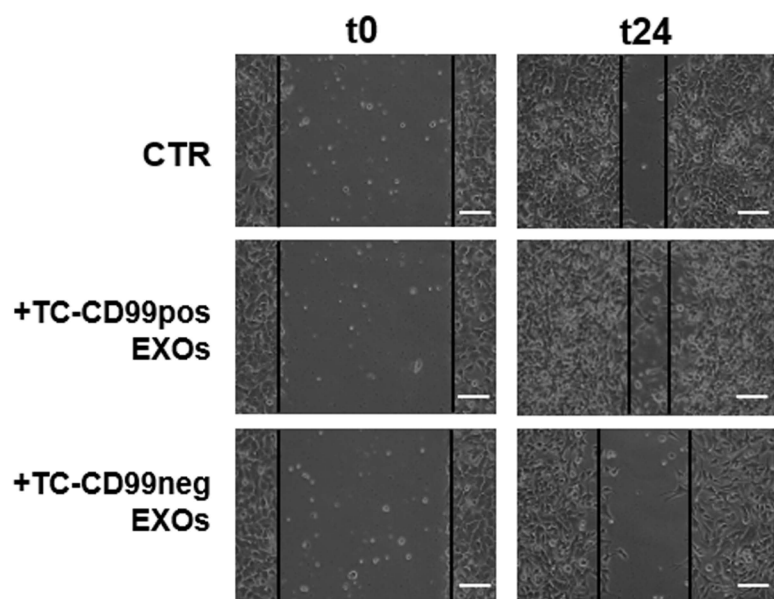

TC-CD99-shRNA

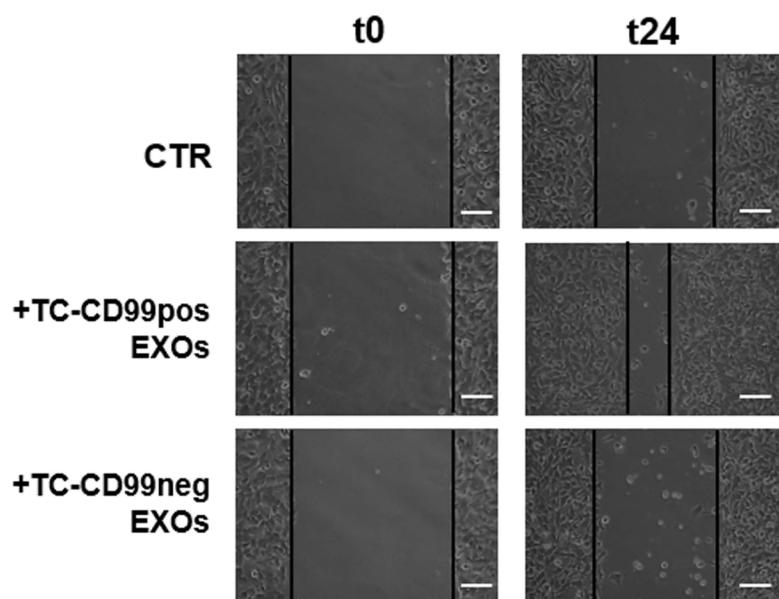

Supplementary Figure 5

Wound healing was performed in EWS cells, TC-71 and the CD99-silenced variant TC-CD99-shRNA. Each cell line was treated or not (CTR) with both CD99pos- or CD99 neg EXOs. Scale bars: 100 μ m.

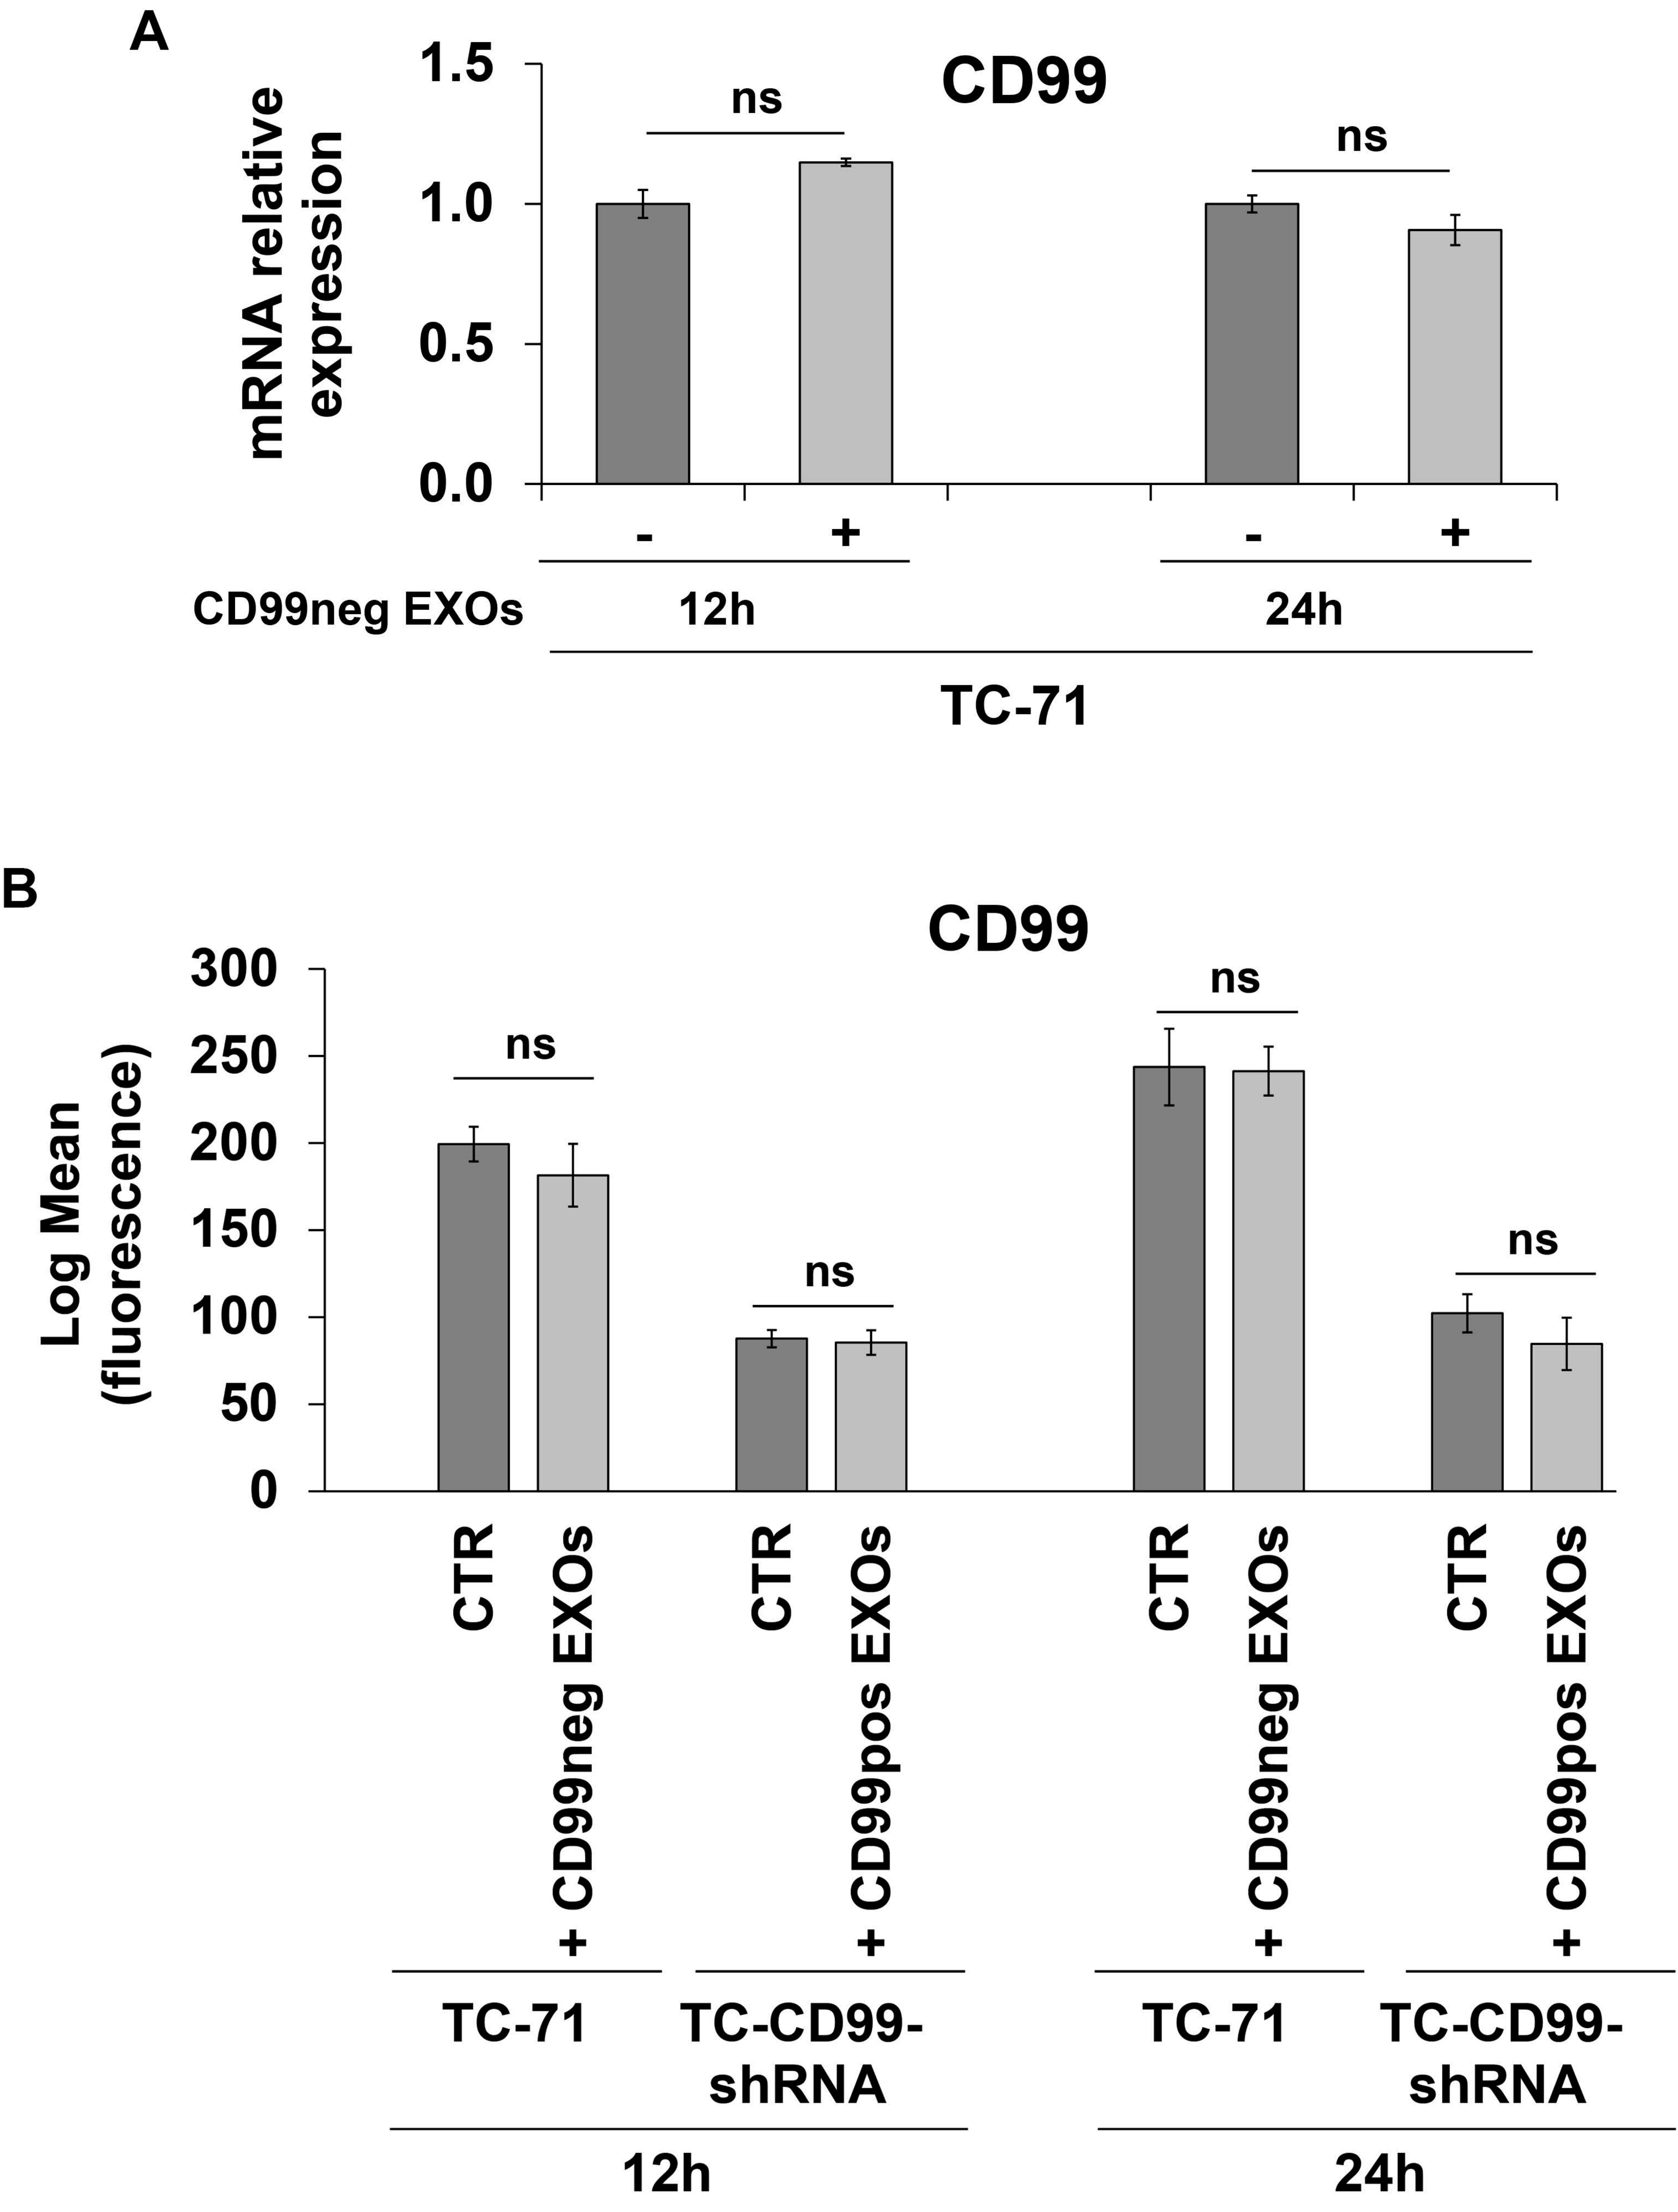

Supplementary Figure 6

a qPCR results showing the relative expression of CD99 in TC-71 cells receiving or not receiving (CTR) CD99neg EXOs for 12 h or 24 h. The mRNA levels were quantified with the $2^{-\Delta\Delta C_t}$ method. Untreated cells were used as calibrators ($2^{-\Delta\Delta C_t}=1$), and GAPDH was used as a housekeeping gene (ns= not significant, Student's *t*-test). **b** Evaluation of CD99 expression by flow cytometry in TC-71 or TC-CD99-shRNA#2 cells treated or not treated (CTR) with CD99neg or CD99pos EXOs for 12 h or 24 h (ns= not significant, Student's *t*-test).

A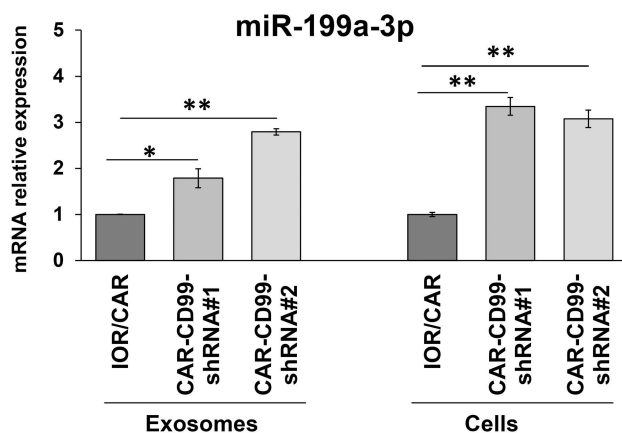**B**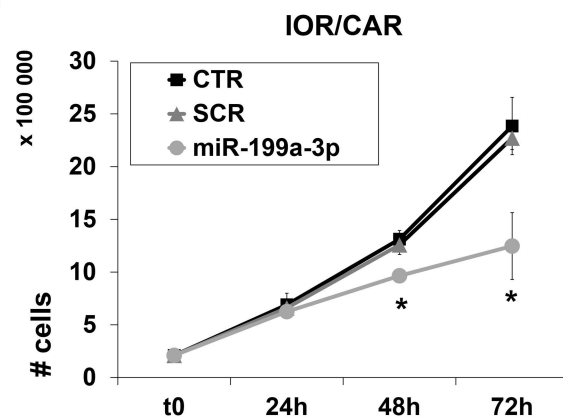**C**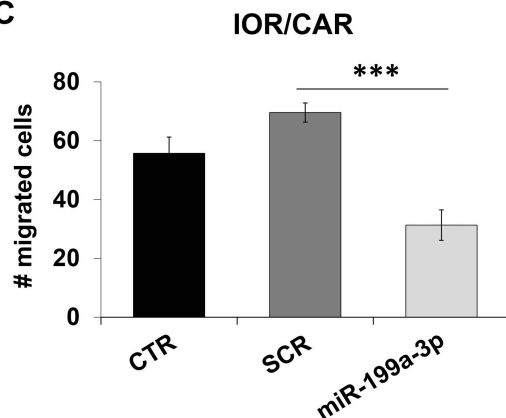**D**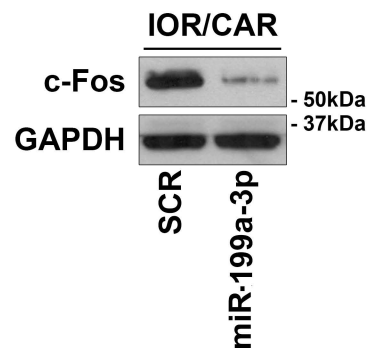

Supplementary Figure 7

a Validation of miR-199a-3p expression by qPCR in CD99neg and CD99pos EXOs and their respective producing cells. The relative miRNA levels were normalized to the expression of miR-16 (for EXOs) or RNU6b (for cells). The data are shown as the mean±SE (*p<0.05, **p<0.01, one-way ANOVA). miR-199a-3p mimic (30 nM) reduced cell growth (trypan blue vital count, **b**) and cell migration (transwell chambers, **c**) in IOR/CAR cells. The data are shown as the mean±SE of at least three independent experiments (*p<0.05, ***p<0.001, one-way ANOVA). **d** miR199a-3p mimic (30 nM) decreased c-Fos expression (as evaluated by western blotting) in IOR/CAR cells. SCR, nonspecific control miRNAs. GAPDH was used as a loading control.

A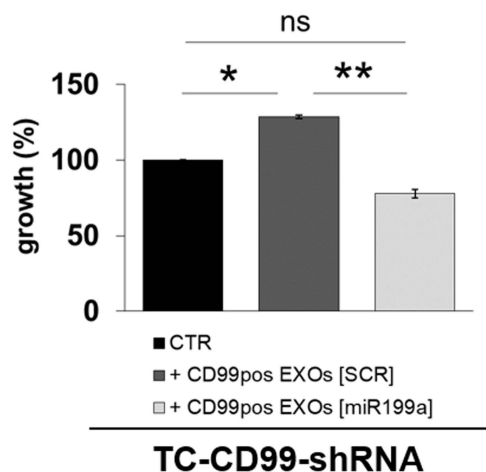**B**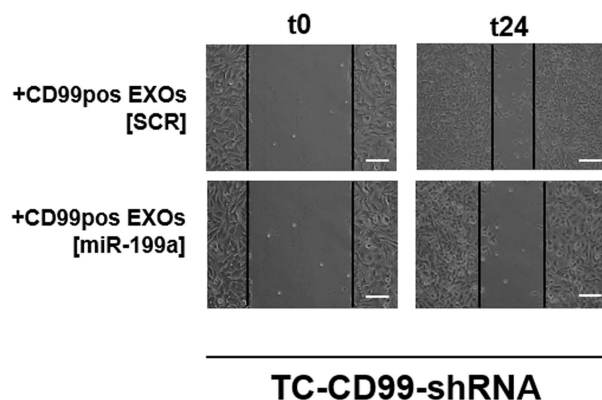**C**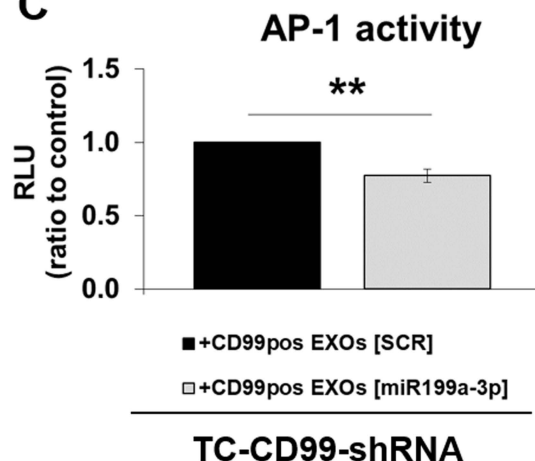**Supplementary Figure 8**

After transfection of miR-199a-3p mimic in TC-71 cells, exosomes enriched with this miRNA were harvested (CD99pos EXOs [miR-199a-3p]) and used to treat CD99-deprived cells, TC-CD99-shRNA. The following parameters were analyzed:

a Cell growth by trypan blue count. Columns show the mean values $\pm$ SE (* p <0.05, ** p <0.01, One-way ANOVA).

b Migration by wound healing assay. Scale bars: 100 μ m.

c AP-1 transcriptional activity by luciferase assay. Columns represent the mean values $\pm$ SE (** p <0.01, Student's t-test).

Scrambled (SCR) mimic was used as a transfection control.

miR-199a-3p

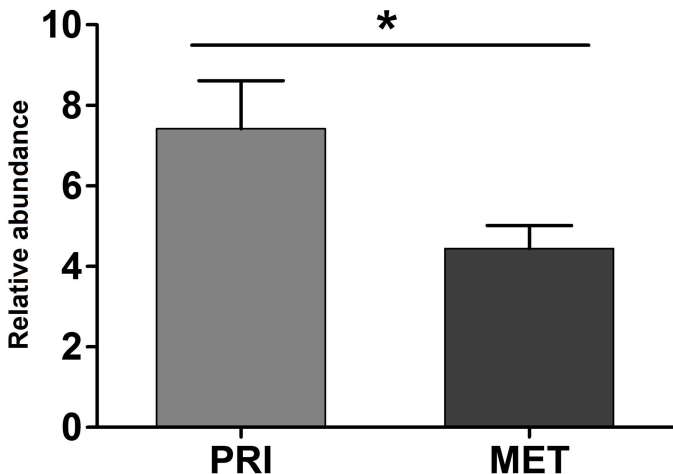

Supplementary Figure 9

Relative expression of miR-199a-3p in EWS clinical samples as determined by qPCR (mean $\pm$ SE).

Primary tumors (n=62) and metastases (n=51) were compared. The data were quantified with the $2^{-\Delta CT}$ method. RNU6b was used as a housekeeping gene (*p<0.05, Student's *t*-test).

# Supplementary material for: Exosomes from CD99-deprived Ewing sarcoma cells reverse tumor malignancy by inhibiting cell migration and promoting neural differentiation
**Source:** Cell Death Dis. 2019 Jun 17;10(7):471. doi: 10.1038/s41419-019-1675-1
**Supplement:** Supplementary file 6 — original blots

Full unedited gel for **Figure 1**

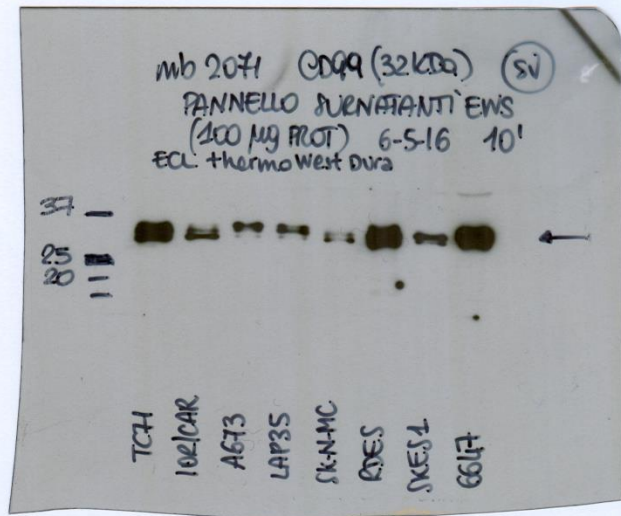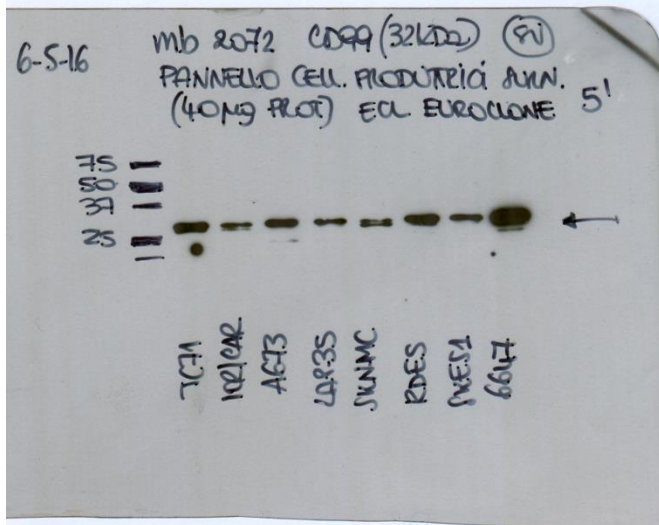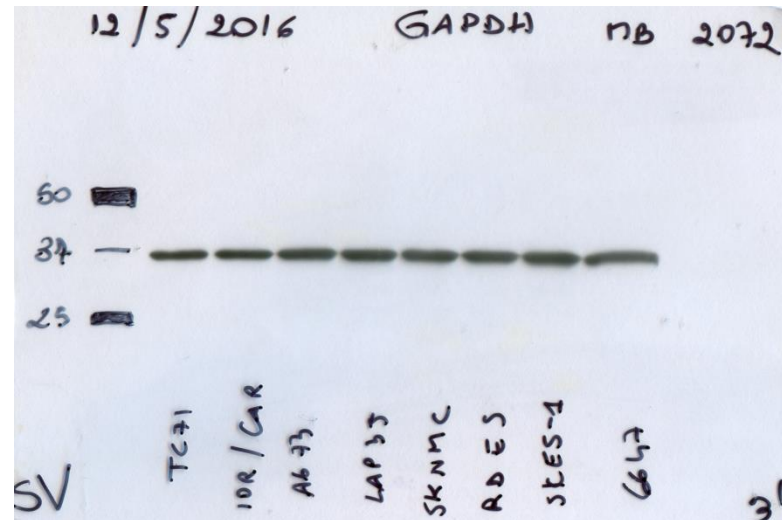

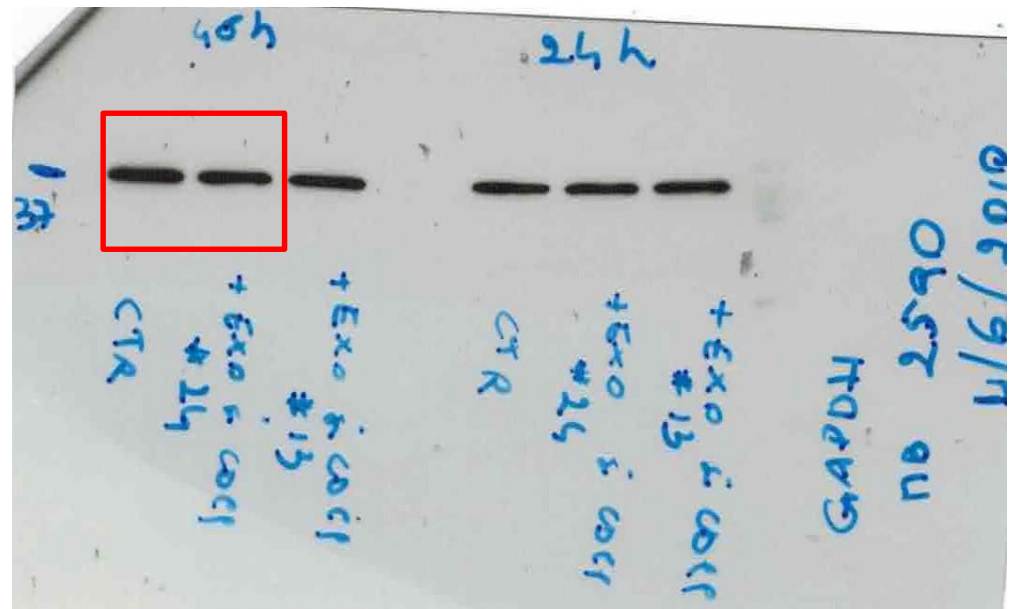

Full unedited gel for **Figure 4**

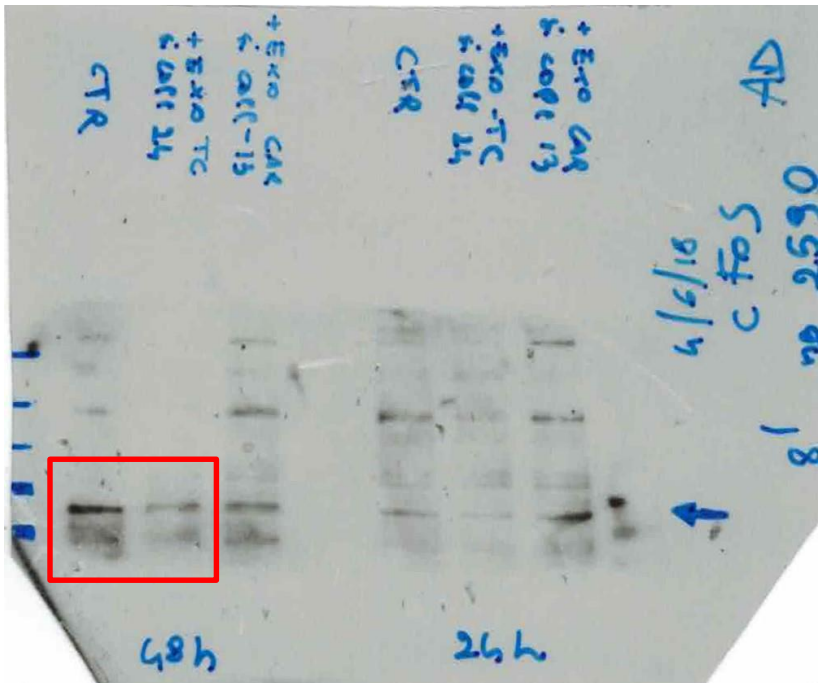

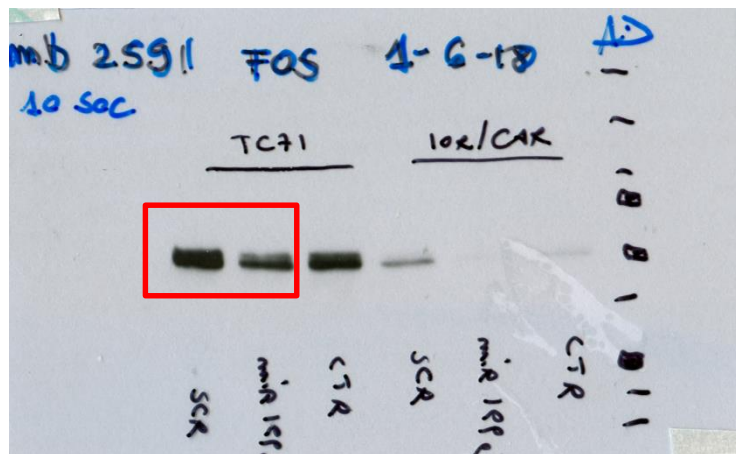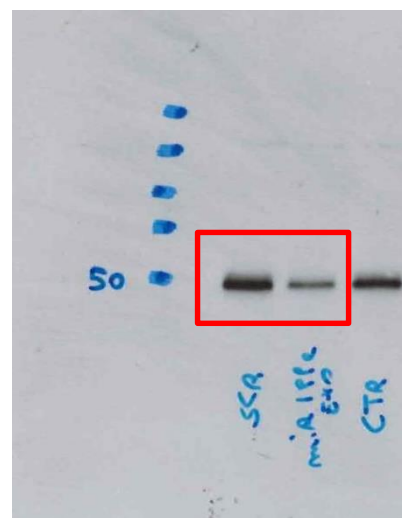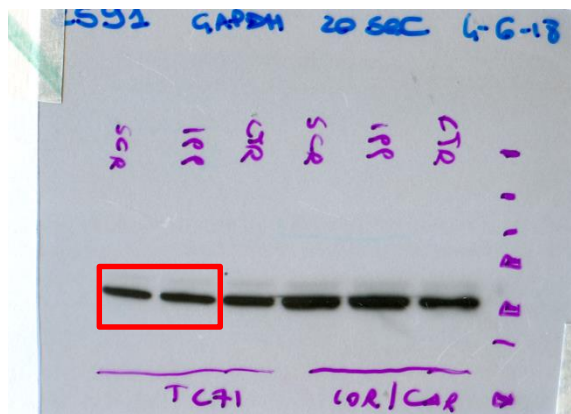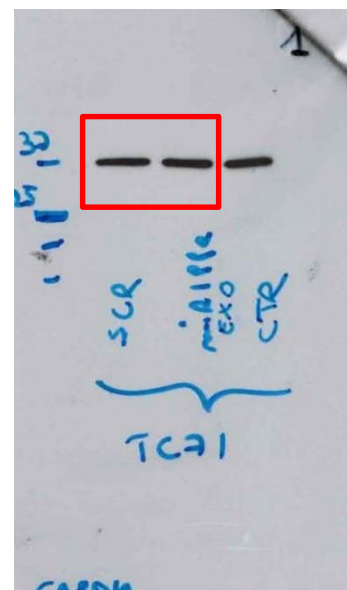

Full unedited gel for **Figure 6**

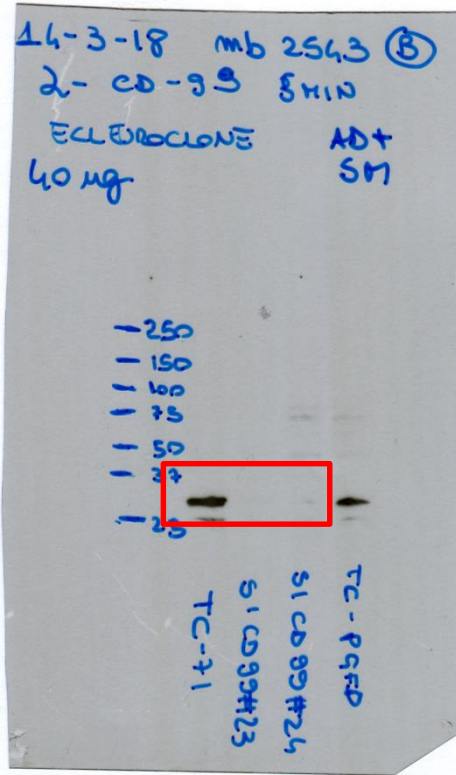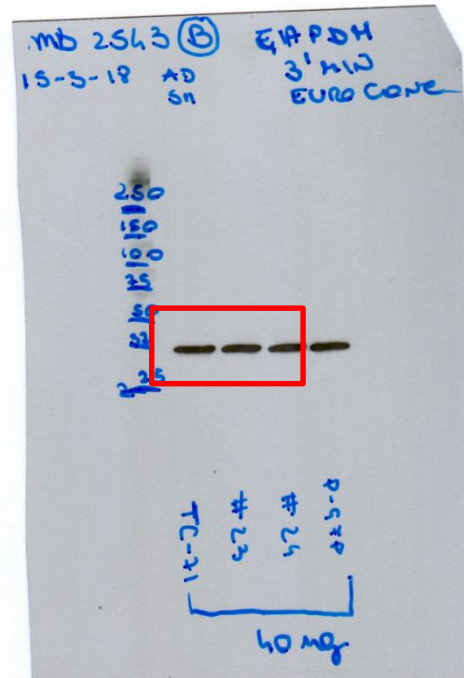

Full unedited gel for **Supplemental Figure 1**

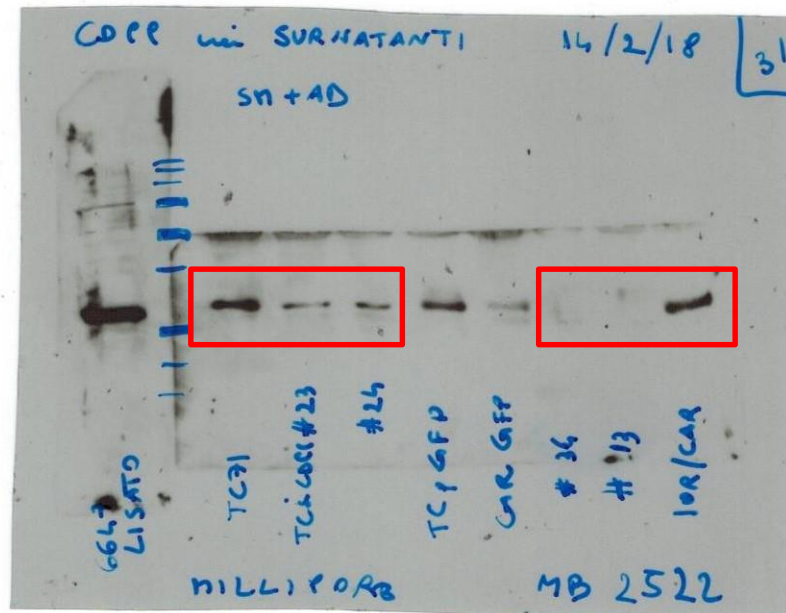

Full unedited gel for **Supplemental Figure 1**

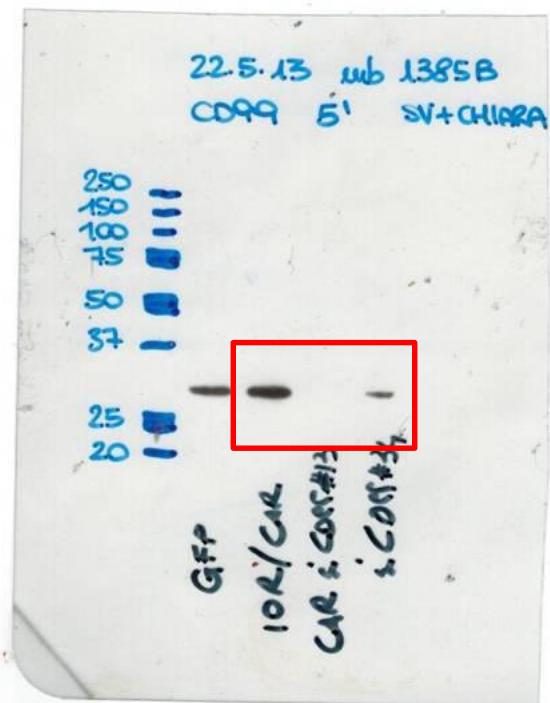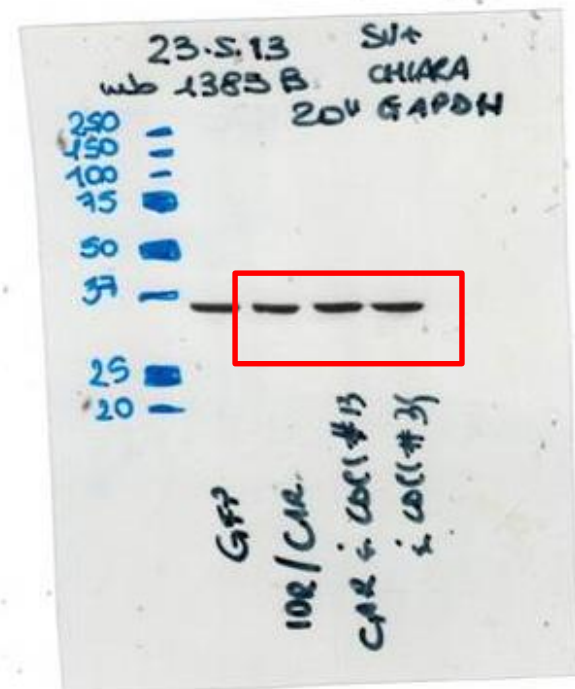

Full unedited gel for **Supplemental Figure 1**

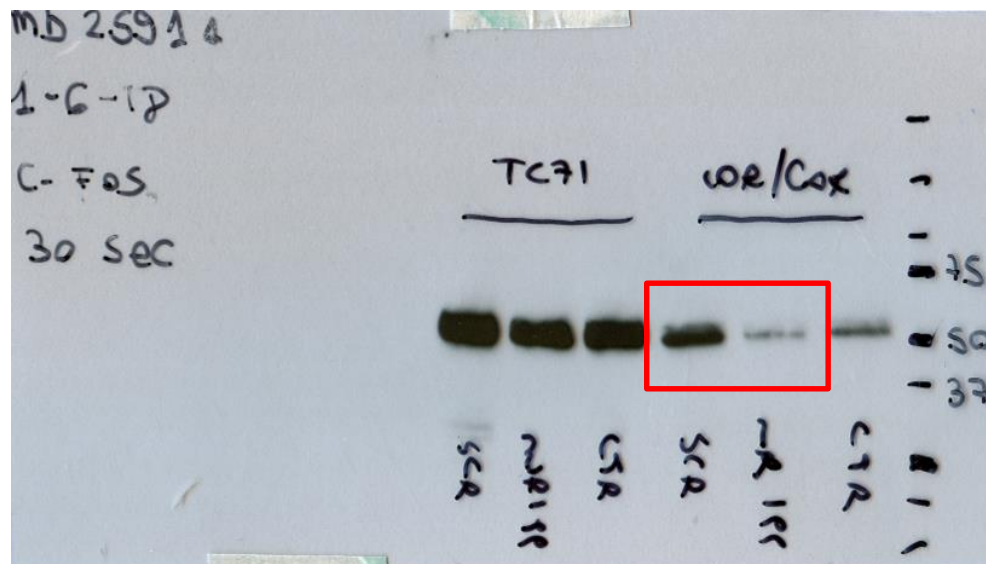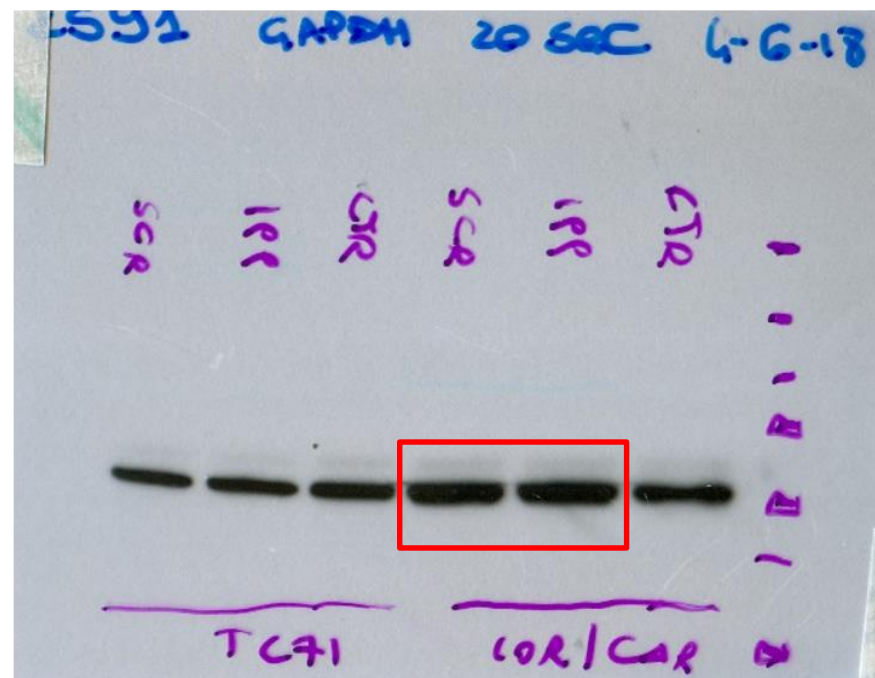

Full unedited gel for **Supplemental Figure 7**

# Supplementary material for: Exosomes from CD99-deprived Ewing sarcoma cells reverse tumor malignancy by inhibiting cell migration and promoting neural differentiation
**Source:** Cell Death Dis. 2019 Jun 17;10(7):471. doi: 10.1038/s41419-019-1675-1
**Supplement:** Supplementary file 7 — Supplementary figure legends

**Supplementary Figure 1**

**a** Representative western blot showing CD99 secreted in the supernatants of TC-CD99-shRNA and CAR-CD99-shRNA experimental models. CD99 protein expression from productive cells is shown in comparison. GAPDH was used as a loading control. **b** Size distribution of vesicles derived from EWS cells lines and CD99-silenced cells (TC-71 and TC-CD99-shRNA, IOR/CAR and CAR-CD99-shRNA) analyzed by the Nanosight™ technology. **c** CD99 expression evaluated by flow cytometry on the surface of EXOs from TC-71 and TC-CD99-shRNA cells. The two graphics show in comparison results from vesicles isolated by ExoQuick® or by Ultracentrifuge (*p<0.05, unpaired Student's *t*-test).

**Supplementary Figure 2**

**a** Confocal microscopy image of exosome uptake in untreated TC-71 cells and TC-71 cells treated with CD99neg EXOs. Internalized vesicles, which were labeled with BODIPY® FL C16, were evidenced by a green fluorescent punctuate signal inside the cytoplasm of TC-71 recipient cells. The nuclei were counterstained with Hoechst 33258 (blue). Scale bar: 50 μm. **b** FACS analysis on TC-71 and CD99-silenced cells after exosome exposure. The fluorescent signal confirmed the similar uptake of CD99neg and CD99pos vesicles in recipient cells.

**Supplementary Figure 3**

**a** Immunofluorescence analysis of PI staining in TC-71 and IOR/CAR cell lines receiving or not receiving (CTR) CD99neg EXOs. The cells were counterstained with vital Hoechst 33258 (blue). Scale bar: 100 µm. PI positive cells were counted, and percentages of positive cells are shown on the right panel as the mean ± SE (ns=not significant, Student’s *t*-test). **b** Evaluation of apoptosis by Annexin-V staining in EWS cells treated or not treated (CTR) with CD99neg EXOs.

**Supplementary Figure 4**

**a** Immunofluorescence staining of β-III Tubulin (green) in stable CD99-silenced clones (TC-CD99-shRNA#2 and CAR-CD99-shRNA#1), receiving or not receiving (CTR) CD99pos EXOs derived from their respective parental cell lines. The nuclei were labeled with Hoechst 33258 (blue). Representative images are displayed. Scale bars: 50 µm. **b** Cell migration of TC-CD99-shRNA#2 cells exposed or not exposed (CTR) to CD99pos EXOs. Results of wound-healing assays (left) and motility assays with Transwell chambers (right). The data are shown as the mean ± SE (*p<0.05, Student’s *t*-test).

**Supplementary Figure 5**

Wound-healing was performed in EWS cells, TC-71 and the CD99-silenced variant TC-CD99-shRNA. Each cell line was treated or not (CTR) with both CD99pos or CD99neg EXOs. Scale bars: 100 μm.

**Supplementary Figure 6**

**a** qPCR results showing the relative expression of CD99 in TC-71 cells receiving or not receiving (CTR) CD99neg EXOs for 12h or 24h. The mRNA levels were quantified with the 2−ΔΔCt method. Untreated cells were used as calibrator (2−ΔΔCt=1), and GAPDH was used as a housekeeping gene (ns=not significant, Student's *t*-test). **b** Evaluation of CD99 expression by flow cytometry in TC-71 or TC-CD99-shRNA#2 cells treated or not treated (CTR) with CD99neg or CD99pos EXOs for 12h or 24h (ns=not significant, Student's *t*-test).

**Supplementary Figure 7**

**a** Validation of miR-199a-3p expression by qPCR in CD99neg and CD99pos EXOs and their respective producing cells. The relative miRNA levels were normalized to the expression of miR-16 (for EXOs) or RNU6b (for cells). The data are shown as the mean ± SE (*p<0.05, **p<0.01, one-way ANOVA). miR-199a-3p mimic (30 nM) reduced cell growth (trypan blue vital count, **b**) and cell migration (transwell chambers, **c**) in IOR/CAR cells. The data are shown as the mean ± SE of at last three independent experiments (*p<0.05, ***p<0.001, one-way ANOVA). **d** miR-199a-3p mimic (30 nM) decreased c-Fos expression (as evaluated by western blotting) in IOR/CAR cells. SCR, nonspecific control miRNAs. GAPDH was used as a loading control.

**Supplementary Figure 8**

After transfection of miR-199a-3p mimic in TC-71 cells, exosomes enriched with this miRNA were harvested (CD99pos EXOs [miR-199a-3p]) and used to treat CD99-deprived cells, TC-CD99-shRNA. The following parameters were analyzed:

**a** Cell growth by trypan blue count. Columns show the mean values ± SE (*p<0.05, **p<0.01, one-way ANOVA).

**b** Migration by wound-healing assay. Scale bars: 100 µm.

**c** AP-1 transcriptional activity by luciferase assay. Columns represent the mean values ± SE (**p<0.01, Student’s *t*-test). Scrambled (SCR) mimic was used as a transfection control.

**Supplementary Figure 9**

Relative expression of miR-199a-3p in EWS clinical samples as determined by qPCR (mean ± SE). Primary tumors (n=62) and metastases (n=51) were compared. The data were quantified with the 2-ΔCT method. RNU6b was used as a housekeeping gene (*p<0.05, Student’s *t*-test).

How the deposited data were processed for this re-analysis (not part of the article)

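The data are gene expression values of TC-71, an established Ewing sarcoma cell line, from 4 arrays: 2 of untreated cells (replicates A and B) and 2 of cells exposed to EXOs of CD99-silenced TC-71 cells (replicates C and D) for 24 h, at 10 µg per 5000 cells. The submitters call the arrays of a group biological replicates.

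The authors imported the array files into GeneSpring, summarized them with ExonRMA16 and applied quantile normalization without baseline transformation, and deposited the result as log2 values of 67539 transcript clusters. They were used as deposited. The genome build of the array annotation is not given in the methods, and no coordinates are printed. Clusters were named from the platform table, in which 23383 have exactly 1 symbol, 1225 have several and 42931 have none. The unnamed clusters entered all tests but name no gene, and some genes are not reported here for this reason. Old symbols were matched to current ones through RefSeq names (GRCh38.p14), which changed 2566 rows and was used for gene lists and gene classes only. The cluster IDs of Supplementary Table 2 differ from the row IDs of the deposited table, so the overlap planned by ID was not computed. The rows were instead matched by both group means within 0.0001, a step chosen after the values were seen. All 1839 clusters of the table were found, and 533 of 533 matches with a symbol on both sides shared a symbol. In the deposited table, 2361 rows had the same values as another row on every array.

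Differences were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, as TC-71 + TC-CD99neg EXOs minus TC-71, with Benjamini-Hochberg adjustment over all clusters, a fold of at least 1.5 and an adjusted p of at most 0.05. The fit had 2 residual and 2.59 prior degrees of freedom. The replicate letters are not shared between the groups, so no pairing entered the fit. A gene was represented by its cluster with the highest mean over the 4 arrays. Gene lists with at least 5 measured members were tested with camera on 1 cluster per gene, at a preset correlation of 0.01 and with an estimated one, and with fry, and by Fisher's exact test for called genes, over 22085 gene symbols of which 463 were called. Of 33 lists with measured members, 29 were tested. Over-representation of called genes passed in 16 of them, which is not independent of the paper's own folds and p values, since these had been read when the lists were written. Fisher's exact test was also not matched on signal level. Most calls lay among brighter clusters: 1681 of the 1746 were called again with clusters below the median left out. A list of brighter genes can therefore pass through its level alone. The 2 lists from Supplementary Table 3 and the ESR1/AP-1 map were only counted because the study chose them on these samples, and the 3 AP-1 target genes measured by qPCR are too few. A list of mitochondrial genome genes had no named cluster. The lists were written before the deposited values were examined but after the folds and p values of Supplementary Table 2 had been read, and those on heat shock, stress response, histones, taste receptors, protocadherins, ZNF genes, small RNAs and transcription factors were chosen knowing that some members are in that table. The genes named are those the paper names for these cells, the 10 largest rises and 10 largest falls among called clusters with 1 symbol that is not a small RNA, a LOC entry or an -IT or -AS entry, the 5 largest rises and 5 largest falls among small RNAs, up to 4 called members of each list or its 2 members with the largest change, and the members of the lists of Supplementary Table 3. Members named beyond this rule were chosen after their values were seen.

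The same functions were tested on simulated data of this comparison, with the means and residual SDs of all 67539 clusters and 200 clusters changed. Of 100 clusters changed by a fold of 2, 70 were called with the right sign, and of 100 changed by a fold of 4, 89 were. Of the unchanged clusters 0 were called. The test without moderation called 9 of the 200 changed clusters. A simulated list of 40 clusters raised by 0.3 had a camera p of 5.34e-54, and 0 of 100 unchanged lists had a p of at most 0.05. The simulated clusters varied independently and the lists were drawn at random. The check therefore does not show how camera behaves for lists whose genes vary together. The number of arrays limits the precision, and arrays have no read depth.

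Alternatives covered the variance model (trend and robust), the scale between arrays (quantile normalization once more, centring on medians or on reference genes, cyclic loess), a test without moderation, filters on dim clusters, the order of fold filter and adjustment, other thresholds, clusters with identical values counted once, and each array left out in turn. Seed sites of miR-199a-3p and miR-34a in 3' UTRs were not analysed here because no genome or transcript sequence was used. The other array data of the paper, on microRNAs in EXOs, were not analysed here.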

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

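Some members of gene groups that the paper does not discuss for its arrays also changed in TC-71 cells exposed to CD99neg EXOs. The counts below were the same when adjusted over each list alone, except where given. Fisher's exact test was not matched on signal level, and most calls lay among brighter clusters. It also counts related genes, such as the taste receptors or the clustered protocadherins, as independent, which was not tested. The tests of the small RNA yield, of a trend with signal level and of the growth state of the dishes were chosen after the result was seen.

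Some cell division genes were lower. Of 42 G2/M and mitosis genes, 9 were lower and 0 higher, with a median log2 fold change of -0.41 (camera adjusted p = 1.08e-18, and adjusted p = 0.658 with an estimated correlation; Fisher's exact test, odds ratio 13, adjusted p = 2.53e-06). The kinesins KIF14 and CENPE had log2 fold changes of -1.05 and -1.01, the kinase PBK had -0.87, CEP55, which acts in abscission, had -0.75, and MKI67 had -0.36 (adjusted p = 0.0285), below the fold of 1.5. Without replicate A the count was 14 lower, and without replicate B or C it was 5. Of 49 DNA replication and S-phase genes, 5 were lower and 0 higher (camera adjusted p = 0.00227, adjusted p = 0.0730 without replicate B, and adjusted p = 0.717 with an estimated correlation; Fisher's exact test, odds ratio 5.35, adjusted p = 0.011), a count that depends on single arrays, since 1 was left without replicate B and 2 without replicate C. BRCA2, at -0.65, lost its call with cyclic loess and without any 1 of the arrays. Of 531 ZNF genes, 15 were higher and 0 lower, and over-representation of called genes did not pass Fisher's exact test (two-sided, odds ratio 1.37, adjusted p = 0.335). Their median was 0.07 (camera adjusted p = 3.01e-09, and adjusted p = 0.309 with an estimated correlation), and ZNF814 had the largest rise, at 0.90. A trend with signal level was tested against 10000 random gene lists of the same size and levels. Of these, 0 had a median as far out as the observed -0.41 for the mitosis genes or 0.07 for the ZNF genes, so such a trend is not the whole cause. A different growth state of the dishes, from EXOs, cell density or medium, cannot be told apart here. In the paper's other assays, cells given CD99neg EXOs grew less than cells given CD99pos EXOs. The share of Ki-67-positive cells was also lower with CD99neg EXOs than without, a protein measure beside the MKI67 signal here. The arrays hold no CD99pos EXOs. The S-phase list had a median of -0.13, in the direction of the mitosis genes. Both groups were seeded with the same number of cells, 500000. No density at harvest is given, so a difference of density at that point was not tested. The paper's methods do not state the medium of either array group.

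Small RNA clusters were called in all 3 of their classes: 32 of 260 small nucleolar and Cajal body RNAs (12.3%), 34 of 1057 microRNA hairpins (3.22%; other counts over the list alone are given beside the small RNAs) and 22 of 680 clusters of 5S ribosomal RNA and U small nuclear RNA (3.24%). Of all gene symbols 2.1% were called, not far below the last 2 shares. The last class did not pass Fisher's exact test (adjusted p = 0.066). A shift of the small RNA yield as a whole would move these clusters one way, but 73% of the called small RNA clusters were higher and the rest lower. Such a shift alone does not account for the lower ones. The classes differed, with 22 higher and 10 lower, 30 and 4, and 12 and 10, in the order given. Of called protein-coding clusters, 168 were higher and 191 lower. A yield shift behind part of the changes is therefore not excluded. Chance spread of short clusters between replicates is argued against by the replicates: at most 1 named small RNA cluster differed by 1.5-fold within a group, and 92 did between the group means. RNA carried into the cells by the EXOs was not tested and stays open.

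Heat shock chaperones were lower for 4 of 28 genes and higher for 0, with a median of -0.34 (camera adjusted p = 2.8e-11, and adjusted p = 0.436 with an estimated correlation; Fisher's exact test, odds ratio 7.84, adjusted p = 0.0108), led by HSPA4L at -1.06 and with STIP1 at -0.68. Genes of ATF4 and the integrated stress response were higher for 5 of 36 and lower for 0 (camera adjusted p = 8.41e-07, and adjusted p = 0.436 with an estimated correlation; Fisher's exact test, odds ratio 7.6, adjusted p = 0.00507), among them the cystine transporter SLC7A11 at 0.97 and the serine synthesis enzyme PSAT1 at 0.72. Bitter taste receptor genes were higher for 5 of 24 and lower for 0 (camera adjusted p = 4.2e-06, and adjusted p = 0.309 with an estimated correlation; Fisher's exact test, odds ratio 12.4, adjusted p = 0.00117), at a median signal of 4.78 in untreated cells, below the array medians. The count was 3 without replicate A or B, with median centring and without dim clusters below the median. TAS2R30 and TAS2R43 lost their calls without replicate A and without replicate B, and TAS2R43 also under 3 other scalings and without replicate D. Clustered protocadherins were higher for 3 of 23, as given beside the neural gene lists.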

How the results depend on the processing

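The calls rest on 2 arrays per group and on the spread that limma shares between clusters. Without moderation, 0 clusters were called, higher or lower, and FOS (-1.54), JUN (-1.10), EGR1 (-2.25) and LGALS3BP (1.13) kept their size but had adjusted p of 0.199, 0.234, 0.195 and 0.162. That test has little power with 2 arrays per group: on the simulated data it called 9 of 200 changed clusters. Under the other alternatives run for single genes these 4 genes stayed called. Stricter thresholds left fewer clusters by their construction: 421 (257 higher, 164 lower) at a fold of at least 2, 131 (103 and 28) with limma treat at 1.5, and 920 (577 and 343) at an adjusted p of at most 0.01. Leaving out 1 array gave 1390 to 1832 clusters, 734 to 1003 higher and 425 to 829 lower. Under the other scalings the share of higher clusters ran from 49.9% with median centring to 61.3% with cyclic loess, against 59.7%. Centring on reference genes gave an infinite prior, so its p-values assume 1 common variance. With an estimated correlation, 0 of the 13 list shifts passed, where the correlation rests on 2 residual degrees of freedom. With fry, 2 lists passed, the clustered protocadherins and the ZNF genes (adjusted p = 0.025 each), and the mitosis genes did not (adjusted p = 0.0843). Enrichment held for 5 of 16 lists at a fold of at least 2, with fewer called genes. With 1 array left out, MMP9 ran from -0.09 to 0.06. Lists that had missed the threshold changed direction when 1 array was left out, with adjusted p from 0.0538 to 0.942 (EWS-FLI1 activated genes), 0.712 to 0.931 (EWS-FLI1 repressed genes), 0.242 to 0.795 (NOTCH pathway genes), 0.665 to 0.971 (NF-kB target genes, which also did so at 0.738 without dim genes and 0.774 with median centring), 0.0239 to 0.893 (cytosolic ribosomal protein genes), 0.179 to 0.788 (reference genes) and 0.317 to 0.841 (epithelial cell markers). The ribosomal protein genes passed, toward higher, without replicate B, without replicate C and with cyclic loess, and 4 other lists that passed under an alternative are given beside the conclusions. The cause was not tested. The seed site analysis was not run, nor was the overlap by cluster ID under any setting. No paired analysis was possible because the groups share no replicate letters.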

Differences from the paper's values

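In the paper, MMP9 and MMP1 were lower by qPCR in TC-71 cells exposed to CD99neg EXOs, to about 0.5 and about 0.6 of the untreated level in Fig. 4d, read by eye. On the arrays, another assay, the ratio to untreated cells was 0.993 for MMP9 (log2 fold change -0.01, adjusted p = 0.962 from limma) and 0.979 for MMP1 (-0.03, adjusted p = 0.838). None of the alternatives set before the data were examined brought either ratio within 1.5 times the paper's. The MMP9 signal was 6.60 in untreated cells, within the range of haematopoietic and epithelial markers there, which reached 6.67 and 7.23. Its detection on the arrays is therefore not shown, and its flat ratio does not decide against the qPCR. The MMP1 signal was 4.59 in untreated cells, below the 25th percentile of the untreated arrays (4.70 and 4.67), so the arrays cannot show a fall of MMP1 and its ratio says nothing against the qPCR. CCND1, at about 0.7 in Fig. 4d, read by eye, had a ratio of 0.889 on the arrays (log2 fold change -0.17, adjusted p = 0.110), and was not called under any alternative.

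The paper's count of changed clusters is 1839, against 1746 here, within 1.5 times. Adjusting only over the 1845 clusters with a fold of at least 1.5 gave 1839 clusters, 1094 higher and 745 lower, the paper's own counts in Supplementary Table 2. This alternative was set before the deposited data were examined, but after the folds and p values of that table had been read. There, the largest p of the paper's moderated t-test is 0.0453 and the largest adjusted p is 0.0454. Values this close argue that the paper's adjustment came after its fold filter, not over all clusters. A trended prior also gave 745 lower clusters, with 1835 in all. The paper counts 508 annotated genes among its clusters, against 471 symbols here. All 1746 called clusters are among the paper's 1839, and 93 of the paper's clusters are not called when the adjustment runs over all clusters. The paper's log2 fold changes of EGR1, FOS, JUN, LGALS3BP and CREBBP equal those here.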

Other observations

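No gene of sterol and fatty acid synthesis or of the replication-dependent histones was called. Of 28 sterol and fatty acid synthesis genes under SREBP control, 0 were called by limma, with a median log2 fold change of -0.12 (camera adjusted p = 0.0153 toward lower, and adjusted p = 0.740 with an estimated correlation), a shift that did not pass under the 3 other scalings tested or without TC-71 replicate B (0.242). With centring on medians or on reference genes 2 were lower, and without replicate A or C 1 was. HMGCS1 and MVD, enzymes of the mevalonate pathway, had -0.57 and -0.55 (adjusted p = 0.0144 and 0.0117). Of 36 replication-dependent histone genes 0 were called, with a median of -0.08 (camera adjusted p = 0.000647, and adjusted p = 0.436 with an estimated correlation), and HIST1H4C had -0.39; without replicate D 1 was lower. Of 60 cytosolic ribosomal protein genes and 12 reference genes 0 were called (camera adjusted p = 0.492 and 0.866, and adjusted p = 0.968 with an estimated correlation for each).

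CD99 itself, which the paper reports as equally expressed by other assays, had 2 clusters with log2 fold changes of 0.32 and 0.29 (adjusted p = 0.0161 and 0.0231 from limma), higher on both exposed arrays and below the fold of 1.5. The 2 clusters are of the same gene and are not independent measures. Changes of this size also occurred among the reference genes, which ran from -0.21 to 0.41, with TFRC at 0.41 and B2M at 0.27. So small a rise does not decide against the paper's result. Markers of other cell types were not called: 0 of 14 haematopoietic, 0 of 13 epithelial, 0 of 11 fibroblast and 0 of 10 endothelial genes (camera adjusted p = 0.413, 0.710, 0.666 and 0.338, and adjusted p = 0.968 with an estimated correlation for each). The fibroblast gene DCN had 0.52 (adjusted p = 0.0120).

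The test of handling in what follows was chosen after the result was seen. The fall of EGR1, FOS and JUN may have more than 1 source. It is not a matter of the scale between arrays, since the least negative of their log2 fold changes under 4 other scalings was -1.09. A different handling of the dishes at harvest would also move other immediate early genes. Of the other 31, 6 were lower and 3 higher at an adjusted p of at most 0.05 and any fold (66.7% lower). Their median log2 fold change was -0.03, and they ran from -0.58 (DUSP1) to 0.33 (DUSP5, named after its value was seen), so none fell as far as EGR1, FOS or JUN. Members that go both ways do not decide it, and handling is confounded with the groups. The arrays analysed here include no mock addition and no EXOs of CD99-expressing cells, so on them handling and EXOs cannot be told apart for these genes. The paper has other evidence for FOS. It reports less c-Fos protein and AP-1 activity with CD99neg EXOs than without. Against scrambled controls, miR-199a-3p mimic and EXOs enriched for this microRNA also lowered both. Those experiments are separate from the arrays. The paper's methods describe serum-free incubation with EXOs for functional assays. They do not state the medium of either array group, so a difference of serum cannot be told apart either.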
